# *MIR205HG*/*LEADR* Long Noncoding RNA Binds to Primed Proximal Regulatory Regions in Prostate Basal Cells Through a Triplex- and *Alu*-Mediated Mechanism

**DOI:** 10.3389/fcell.2022.909097

**Published:** 2022-06-17

**Authors:** Eugenia Bezzecchi, Giulia Pagani, Barbara Forte, Stefano Percio, Nadia Zaffaroni, Diletta Dolfini, Paolo Gandellini

**Keywords:** long noncoding RNA, triplex, *Alu*, ChIRP, sequencing

## Abstract

Aside serving as host gene for *miR-205*, *MIR205HG* transcribes for a chromatin-associated long noncoding RNA (lncRNA) able to restrain the differentiation of prostate basal cells, thus being reannotated as *LEADR* (Long Epithelial *Alu*-interacting Differentiation-related RNA). We previously showed the presence of *Alu* sequences in the promoters of genes modulated upon *MIR205HG*/*LEADR* manipulation. Notably, an *Alu* element also spans the first and second exons of *MIR205HG*/*LEADR*, suggesting its possible involvement in target selection/binding. Here, we performed ChIRP-seq to map *MIR205HG*/*LEADR* chromatin occupancy at genome-wide level in prostate basal cells. Our results confirmed preferential binding to regions proximal to gene transcription start site (TSS). Moreover, enrichment of triplex-forming sequences was found upstream of *MIR205HG*/*LEADR*-bound genes, peaking at −1,500/−500 bp from TSS. Triplexes formed with one or two putative DNA binding sites within *MIR205HG*/*LEADR* sequence, located just upstream of the *Alu* element. Notably, triplex-forming regions of bound genes were themselves enriched in *Alu* elements. These data suggest, from one side, that triplex formation may be the prevalent mechanism by which *MIR205HG*/*LEADR* selects and physically interacts with target DNA, from the other that direct or protein-mediated *Alu* (RNA)/*Alu* (DNA) interaction may represent a further functional requirement. We also found that triplex-forming regions were enriched in specific histone modifications, including H3K4me1 in the absence of H3K27ac, H3K4me3 and H3K27me3, indicating that in prostate basal cells *MIR205HG*/*LEADR* may preferentially bind to primed proximal regulatory elements. This may underscore the need for basal cells to keep *MIR205HG*/*LEADR* target genes repressed but, at the same time, responsive to differentiation cues.

## Introduction

Long noncoding RNAs (lncRNAs) are an interesting class of transcripts longer than 200 nt, which are devoid of protein-coding potential though exerting important regulatory functions in a variety of biological processes (Ulitsky and Bartel, 2013) and disease states (Rossi et al., 2020; Pandini et al., 2021; Tassinari and Gandellini, 2021; Cava et al., 2022). Differently from mRNAs, they can be expressed either in the nucleus or in the cytoplasm (or both), an aspect, that is, intimately linked with their mechanism of action. In fact, depending on their subcellular localization, their activities range from regulating the chromatin state and transcription in the nucleus to acting post-transcriptionally as sponges for microRNAs in the cytoplasm (Statello et al., 2021). This wide spectrum of regulation modalities is intrinsically linked to their RNA nature. Indeed, the interactome of RNA may include other nucleic acids, both DNA and RNA, to which RNA can bind through canonical Watson-Crick base pairing (as is the case of RNA/RNA duplexes or R-loops with the DNA) or Hoogsteen bonds, as in triple helices or triplexes. In addition, by folding into complex secondary and tertiary structures, RNA can provide scaffolds for interacting with proteins (Tassinari et al., 2021). Although examples for all the cited modes of action have been reported, most lncRNAs are still poorly characterized from the mechanistic point of view.

In this regard, *MIR205HG* is a lncRNA abundantly expressed in epithelia, the function of which has been acknowledged only recently. In physiological conditions, our group showed that, aside serving as host gene for *miR-205* (Gandellini et al., 2012), *MIR205HG* acts as nuclear lncRNA able to restrain the differentiation of prostate basal cells, a finding that led to its reannotation as *LEADR* (Long Epithelial *Alu*-interacting Differentiation-related RNA) (Profumo et al., 2019). An oncogenic role has been proposed for *MIR205HG* in several cancers characterized by the expansion of basal cells, such as cervical (Li et al., 2019), lung squamous cell (Liu et al., 2020), head and neck squamous cell carcinomas (Di Agostino et al., 2018). A tumor-suppressive function has been instead reported in esophageal adenocarcinoma, where *MIR205HG* is downregulated (Song et al., 2021; Dong et al., 2022). From the mechanistic side, most of the studies suggest that *MIR205HG* would act post-transcriptionally as sponge for various miRNAs, among which *miR-122-5p*, *miR-299-3p* (Guo et al., 2021) and *miR-590-3p*, or by hindering the translation of *HNRNPA0* mRNA (Dong et al., 2022). However, data from the lncAtlas (Mas-Ponte et al., 2017) (Supplementary Figure S1) and from our group (Profumo et al., 2019) indicate that the expression of *MIR205HG* is prevalently nuclear and chromatin-associated.

Here, to start elucidating *MIR205HG*/*LEADR* mechanism of functioning at the chromatin level, we performed Chromatin Isolation by RNA purification (ChIRP)-sequencing (Chu et al., 2011) of immortalized prostate epithelial cells, which express the lncRNA at high level. Our results show that *MIR205HG*/*LEADR* preferentially binds to primed proximal regulatory regions by forming DNA/RNA triplexes, through a mechanism that may imply the participation of *Alu* elements present in both the lncRNA and target genes.

## Materials and Methods

### Chromatin Isolation by RNA Purification-Sequencing

ChIRP was performed on RWPE-1 cells in triplicate as described in Profumo et al*.* (2019). RWPE-1 cells were chosen as model of normal prostate basal epithelial cells, as they express the typical basal cytokeratins (*KRT5* and *KRT14*) together with high levels of *MIR205HG*/*LEADR* (Profumo et al., 2019). A unique pool of ten 20-mer 3′-BiotinTEG-modified antisense probes covering the whole sequence of *MIR205HG*/*LEADR* transcript (1 probe/100 bp of RNA length) was used for the experiment, whereas a symmetrical set of probes against *lacZ* RNA was used as mock control (sequences are reported in Profumo et al., 2019). RNA was obtained from ChIRP-ed samples to check successful enrichment of *MIR205HG*/*LEADR* transcript upon precipitation with specific probes as compared to *lacZ* probes (Supplementary Figure S2A). DNA from the same samples was obtained for sequencing. High-throughput sequencing libraries from three independent ChIRP experiments were prepared and indexed using the ThruPLEX^®^ DNA-seq Kit (Rubicon Genomics), purified on AMPure XP beads, then checked for quality and size range on Agilent Bioanalyzer using the High Sensitivity DNA Assay kit. Samples were then pooled and sequenced on Illumina HiSeq2000 with single read length of 100 bp (SR100). Raw reads were aligned to the human genome Hg19 using Bowtie2. Raw data and detailed procedures have been made publicly available on GEO, with accession GSE201567.

### Peak Calling, Filtering, and Annotation

Peaks of each *MIR205HG*-ChIRP sample were called against *LacZ* signal using MACS2, with *p*-value cut-off of 1e-5. For each MACS2 peak, we filtered for regions sharing the same features in at least two of three independent experiments using the *findConsensusPeakRegions* function of the consensusSeekeR package v1.18.0 (Samb et al., 2015) in R environment (R version 4.0.3). We provided two inputs: peaks (files containing called peaks) and narrowPeaks (files containing called peak regions), both given by MACS2 as output. The package consensusSeekeR compares genomic positions and genomic ranges from multiple experiments to extract common regions. We took advantage of this tool and created consensus peaks extending the region of 500 bp on both sides of the position of the peak center. We shrank the region size, which is set by the *extendingSize* parameter, to fit the narrow peak regions of the peaks when all the regions were smaller than the consensus region through the *shrinkToFitPeakRegion* parameter. We finally obtained 5,064 consensus peaks, considered as the definitive peaks, characterized by an average length of 775 bp. Annotated consensus peaks are reported in Supplementary Table S1. The tracks of narrow peaks of single replicates and of consensus peaks are depicted in Supplementary Figure S2B. Enrichment of genomic features within consensus peaks was assessed using the *annotatePeak* function of ChipSeeker R package v1.26.2 giving −1,500; +500 from the transcription start site (TSS) as our custom definition of “proximal regions.” The TxDb was built from the Ensembl database, consequently the Ensembl annotation (EnsDb.Hsapiens.v75 v2.99.0) of transcripts was used. As a control, 1,000 lists of 5,000 random peaks of 775 bp of length (i.e., average length of *MIR205HG* peaks) were created with the bedtools toolset. We also run *annotatePeaks.pl* of HOMER software with default parameters (Human Genome as background) in order to compare results with the enrichments obtained by ChipSeeker.

### Enrichment Analyses

We employed LOLA v1.24.0 (Sheffield and Bock, 2016), a Bioconductor package, to perform the enrichment analysis for genomic region sets and regulatory elements. We used the *buildRestrictedUniverse* function to build a universe based on query sets and to test for differential enrichment of regions against a background. As a control, a list of 500 random peaks of 775 bp of length falling in proximal regulatory regions (−1,500; +500 from the TSS) was created with the bedtools toolset. The tested Region Databases included LOLA standard features, collection of *Alu* sequences downloaded from Table Browser (hg19) and ChIP-seq data for histone modification patterns in RWPE-1 cells (GSE63094).

### Triplex Prediction and Enrichment

We used Regulatory Genomics Toolbox (RGT) (http://www.regulatory-genomics.org/tdf/basic-introduction/) (Kuo et al., 2019; Sentürk et al., 2019), an open-source python library, in order to find the triplex-forming potential between RNA and DNA regions of 15–20 base pair length (Kuo et al., 2019). We run the genomic region test function of the Triplex Domain Finder (TDF) tool, by providing the coordinates of consensus peaks in bed format and *MIR205HG* sequence (ENST00000429156.1). We also compared our results with different controls such as *MEG3* peaks or a random list of 500 sequences spanning −1,500 to −500 bp from TSS. With the Sfold tool (https://sfold.wadsworth.org/cgi-bin/index.pl) (Ding and Lawrence, 2001; Ding and Lawrence, 2003; Zuker, 2003; Ding et al., 2004), we identified and then masked *MIR205HG* bases having less than 10% of probability of being single-stranded. The promoter test of TDF was used for the list of genes differentially expressed upon *MIR205HG* manipulation (GSE104003).

### Statistical Analyses

All bioinformatic analyses were performed in the R environment (R version 4.0.3). Statistical analysis was performed using Chi-square test to assess the difference between expected and observed frequencies and Jonckheere-Terpstra (JT) test to assess the monotone trend of different classes. When applying permutation analysis, empiric *p*-value was calculated as 1 divided for the number of times the observed percentage of a given feature in the set of random gene lists was statistically significantly different (based on multiple testing-corrected Chi-square *p*-value) from the percentage of the tested peak list. A threshold of 0.05 was considered statistically significant.

## Results

### *MIR205HG*/*LEADR* Binds to Proximal Regulatory Regions Through Triplex Formation

To map the chromatin occupancy of *MIR205HG*/*LEADR* at a genome-wide level in prostate basal cells, three independent *MIR205HG*-ChIRP experiments were performed on immortalized RWPE-1 cells, as described in Profumo et al. (2019) and subjected to high-throughput sequencing. 

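RWPE-1 is an immortalized line of normal prostate basal epithelial cells. In ChIRP, biotinylated antisense probes pull down an RNA together with the chromatin crosslinked to it, and the DNA is sequenced. The MIR205HG probe pool was used in 3 replicate experiments, and the lacZ probe pool gave 1 control library, which was not used here as a file of its own. The authors aligned single reads to hg19 (GRCh37) and called narrow peaks with MACS2 separately for each MIR205HG replicate against the lacZ library. For each peak, the deposited values are the summit position, the fold enrichment over the local lacZ background, −log10 of the p-value, −log10 of the q-value and a display score. On the 24 assembled chromosomes, replicate 1 had 723 peaks, replicate 2 had 10769 and replicate 3 had 17064, which is 9519 ± 8242 peaks (SD, n = 3 replicates). The median width of the peaks was 147 bp in replicate 1, 316 bp in replicate 2 and 329 bp in replicate 3. The p-value was above 1e-05 in 0 peaks of replicate 1, 375 peaks of replicate 2 and 472 peaks of replicate 3, and every peak of the 3 replicates had a q-value below 0.05. Of the stricter thresholds tried, a fold enrichment of at least 5 moved the numbers of replicates 2 and 3 most, to 7861 and 13612 peaks.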

Actual pull-down of *MIR205HG* (and not *GAPDH*) RNA with specific probes as compared to *lacZ* probes is reported for the three replicate experiments in Supplementary Figure S2A. 

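The reads behind each MIR205HG peak were computed from its deposited fold enrichment and p-value, which together fix the number of reads at the summit and the scaled lacZ level there. A single depth ratio per replicate solved 100% of the peaks. By this ratio, the replicate 1 library was 1.83 times as deep as the lacZ library, the replicate 2 library 1.39 times and the replicate 3 library 1.00 times. The median number of reads at a summit was 27 in replicate 1 (quartiles 22 and 33), 21 in replicate 2 (quartiles 17 and 30) and 16 in replicate 3 (quartiles 12 and 23). Over peaks in the consensus only, the median of replicate 3 moved most, to 21 reads. The narrowest peak, which MACS2 sets to the fragment length, was 109 bp in replicate 1, 217 bp in replicate 2 and 216 bp in replicate 3. All 3 lists rest on the same lacZ library, so their errors are not independent.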

Peaks in *MIR205HG*-ChIRP samples were called against the *lacZ*-ChIRP sample to correct for non-specific binding. Then consensus peaks shared by at least two out of three experiments were selected, resulting in 5,064 unique peaks (Supplementary Figure S2B, Supplementary Table S1). Such peaks were distributed all over the genome, however they overlapped more preferentially to regions proximal to gene TSS (−1,500 to +500 bp, hereafter defined as “proximal regions”) than to all other regions, when tested against 1,000 lists of 5,000 random regions of comparable length (775 bp) (∼1.3-fold enrichment: 10.23% in *MIR205HG* ChIRP peaks vs. 8.02% of averaged random regions, Chi-square test *p* = 0.000123; empirical *p*-value calculated upon permutation of random gene lists *p* = 0.0001) (Figure 1A). 

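Consensus peaks were built from the deposited summits and peaks with the rule of consensusSeekeR, with 500 bp on either side of the median summit and a minimum of 2 replicates. This gave 7748 consensus peaks with a mean width of 743 bp (SD 548 over peaks). Replicates 2 and 3 alone accounted for 7080 of them (91.4%, exact Clopper-Pearson 95% interval 90.7 to 92.0). All 3 replicates had a summit in 628 (8.11%, interval 7.51 to 8.74), replicates 1 and 3 alone in 28, and replicates 1 and 2 alone in 12. Such intervals, here and at the shares given elsewhere, cover counting error only. Replicate 1 had a summit in 668 consensus peaks, replicate 2 in 7720 and replicate 3 in 7736. The alternative that moved the number most was leaving out replicate 3, which left 647 consensus peaks; without replicate 2 there were 670, and without replicate 1 there were 7692.

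**Figure D1:**
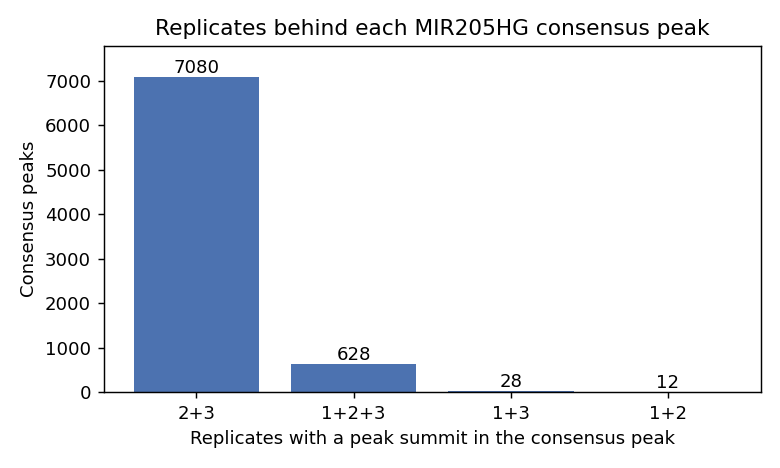
Number of consensus peaks (y axis) by the replicates with a summit in them (x axis). The pair of replicates 2 and 3 alone gives 7080 of the 7748 consensus peaks.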

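Regions were annotated with the transcripts of GENCODE release 44 placed on GRCh37, in the order of ChIPseeker, and compared with 1000 lists of 5000 random regions of 775 bp. Of the consensus peaks, 948 were proximal (12.2%, exact 95% interval 11.5 to 13.0), against a mean of 8.92% in the random lists and 10.3% in the highest list. The ratio was 1.37 (chi-square test against the mean of the lists, p = 5.54e-09; one-sided permutation p = 0.001, the smallest the lists can give). Over consensus peaks found in all 3 replicates the ratio was 1.09 (chi-square p = 0.561; permutation p = 0.0320, which leaves out counting error of these 628 peaks), and it was 1.02 without replicate 3 and 1.05 without replicate 2. The alternative that moved it most, chosen after the data were seen, was random regions matched in both Alu and GC content, with a ratio of 0.871. The median GC content was 47.5% in consensus peaks and 40.6% in random regions of the same widths and chromosomes. Every chromosome had consensus peaks, with a median of 2.64 per Mb of sequenced length over the 24 chromosomes. The highest densities were 6.49 per Mb on chromosome 20 and 4.66 on chromosome 19, and the lowest were 0.569 on chromosome X and 0.218 on chromosome Y. From the higher share in proximal regions than in random regions, the paper concludes that the peaks overlap regions near the TSS preferentially.

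**Figure D2:**
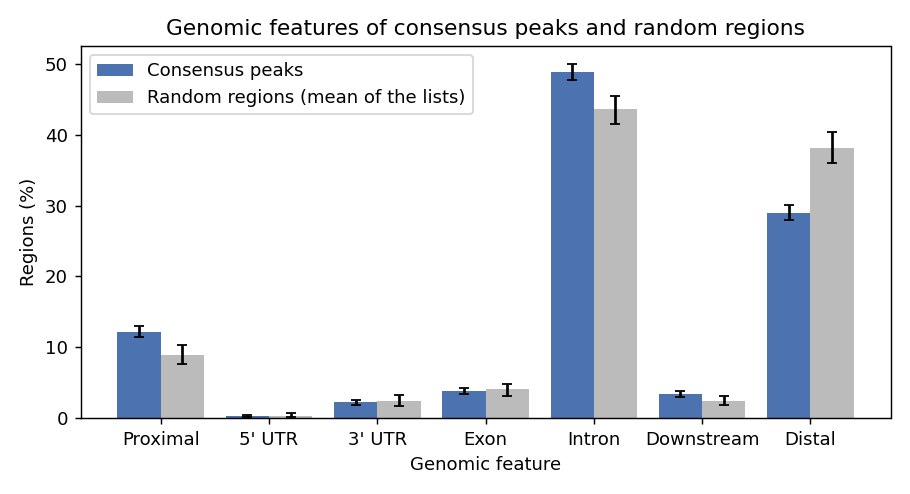
Share of regions (y axis, %) in each genomic feature (x axis) for consensus peaks, with exact 95% intervals, and for random regions, as the mean of the lists with their lowest and highest values. The proximal share is 12.2% in consensus peaks and 8.92% in random regions.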

A similar analysis run with the HOMER tool confirmed significant (−log*P* = 7.3) enrichment of promoters (defined by the tool as −1,000 bp to +100 bp, so included in our “proximal regions”) and unearthed even higher enrichment (−log*P* = 1401) of SINE/*Alu* sequences, as compared to the background (Figure 1B). 

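With the promoter as HOMER defines it, from 1000 bp upstream to 100 bp downstream of the TSS, 696 consensus peaks (8.98%, exact 95% interval 8.36 to 9.64) fell in promoters, against 6.36% of random regions (ratio 1.41, chi-square p = 1.08e-07). Alu sequence was searched with the Alu part of the MIR205HG transcript, bases 180 to 391, by blastn, and a region counted with an alignment of at least 100 bp. Such an alignment was present in 3427 consensus peaks (44.2%, interval 43.1 to 45.3) and in 16.7% of random regions matched in width and chromosome, at most 18.1% in any of the 1000 lists. The ratio was 2.65 (log2 1.41; one-sided permutation test, p = 0.001, the smallest the lists can give). Among consensus peaks found in all 3 replicates the ratio was 1.85. With alignments of at least 200 bp, which 2 consensus peaks had, the permutation p was 0.0799, but few alignments to 212 bases can be that long. With the intron part of the MIR205HG Alu searched as well, 57.0% of consensus peaks had 200 bp, against 24.1% of random regions (ratio 2.36, permutation p = 0.001). The mean identity of the alignments to the transcript Alu was 82.39% in consensus peaks and 82.26% in random regions. Sequence of the transcript was also counted as 15-mers on either strand. Of the 226 15-mers that overlap the Alu, 106 were in more consensus peaks than in any of 200 random lists, and of the 767 outside it, 54 were.

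**Figure D3:**
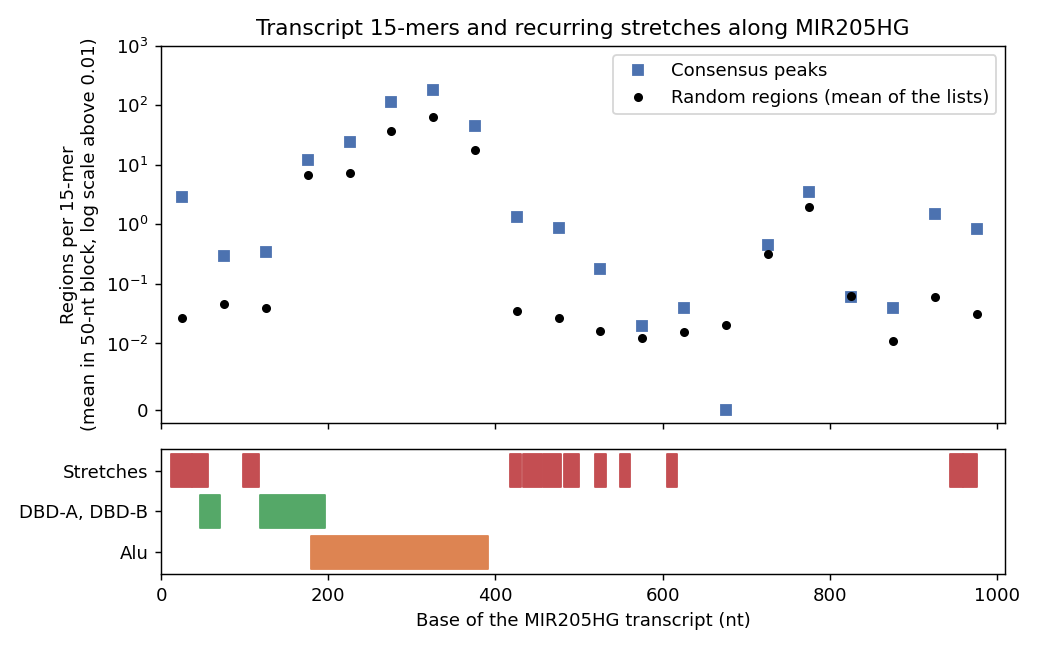
Above, the mean number of regions per 15-mer (y axis, log scale above 0.01) in blocks of 50 nt along the transcript (x axis, nt), in consensus peaks and in random lists. Below, the Alu part, the putative DBDs and the stretches outside the Alu whose 12-mers recurred in consensus peaks of the odd-numbered chromosomes.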

Overall, such observation is in trend with the enrichment of *Alu* sequences found in promoters of genes differentially expressed upon *MIR205HG* manipulation (Profumo et al., 2019). Notably, *MIR205HG* peaks were also significantly enriched in intronic regions, suggesting that the lncRNA may bind outside of proximal regulatory elements (Figure 1A). 

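Introns held 3789 consensus peaks (48.9% of 7748) and a mean of 43.6% of random regions, a ratio of 1.12 (chi-square p = 1.29e-08 after Benjamini-Hochberg adjustment over 7 features). The downstream class held 3.43% of consensus peaks and 2.44% of random regions (ratio 1.41, chi-square p = 0.00304 and permutation p = 0.00175, both adjusted), and the distal class held 29.0% and 38.2% (ratio 0.760, chi-square p = 3.57e-26 and permutation p = 0.00175, both adjusted). The 5′ UTR, 3′ UTR and exon classes had ratios of 0.903, 0.923 and 0.936, with adjusted chi-square p of 0.861, 0.620 and 0.620. Against random regions kept out of assembly gaps, an alternative chosen after the data were seen, the random intron share was 46.8% on average and above that of the consensus peaks in the highest list, and the ratio was 1.05 (adjusted chi-square p = 0.0325, adjusted permutation p = 0.00350). The ratio was then 1.29 for the downstream class, 0.869 for the distal class and 0.855 for exons, where the adjusted p was 0.107 by the chi-square test and 0.0196 by permutation. Among consensus peaks found in all 3 replicates, the intron ratio was 1.09, with an adjusted chi-square p of 0.289 and an adjusted permutation p of 0.00175. The permutation p sets the share of these 628 peaks against lists of 5000 regions, so it leaves out part of their counting error.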

In this work, we decided to focus our attention on the specific features of *MIR205HG* binding to proximal regions.

**FIGURE 1:**
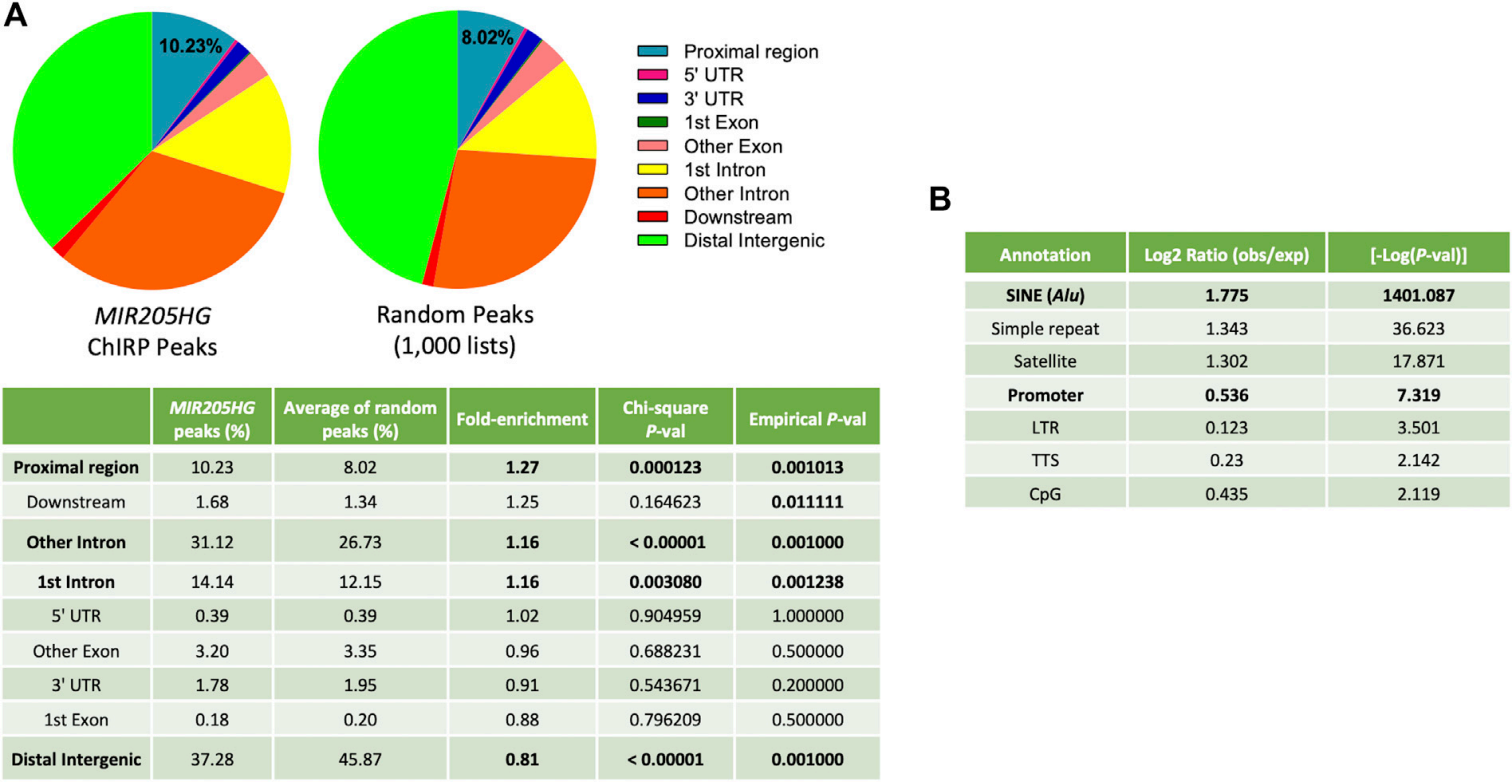
Genome distribution of *MIR205HG* ChIRP consensus peaks as compared to random regions. **(A)** Feature enrichment analysis performed using the *annotatePeak* function of *ChipSeeker* R package on 5,064 consensus peaks and on 1,000 lists of about 5,000 random peaks of equal nucleotide length. The pie plots were generated using GraphPad prism. Chi-square test *p*-values calculated against the average percentage of each feature in random gene lists and empirical *p*-values associated with permutation analyses are reported in the enclosed table. Proximal Region = −1,500 to +500 bp from gene TSS; Downstream = within 3,000 bp from gene termination. **(B)** Feature enrichment analysis performed using the *annotatePeaks.pl* function of HOMER software on 5,064 consensus peaks. The tables were generated using Microsoft Excel.

One of the emerging mechanisms by which lncRNAs seem to interact with chromatin is DNA/RNA triplexes (Figure 2A). In these structures, the single-stranded RNA of the lncRNA accommodates into the double helix of the DNA by forming Hoogsteen bonds [Reviewed in (Li et al., 2016)]. Therefore, we wondered whether *MIR205HG* could bind to the target DNA through the formation of triplexes. 

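The proximal consensus peaks belonged to 792 genes. TDF was not run here. Triplex matches were counted as stretches of at least 15 nt in which the RNA pairs with a purine strand in the parallel pyrimidine motif, U with A and C with G, with at most 20% mismatches and at most 2 in a row. No minimum of guanines was set. For the putative DBD-A, bases 119 to 196 of the transcript, 613 of the 948 proximal consensus peaks (64.7%) had a match, in 542 genes, and 60.5% of 10000 random proximal regions had one. The random proximal regions were not matched in width to these peaks. With protein-coding transcripts only, there were 373 proximal consensus peaks in 316 genes.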

The analysis run with TDF tool (using 15 nt as the minimum triplex size) on the 518 peaks in proximal regions (corresponding to 448 genes), identified 349 regions able to form triplexes (the so-called DNA binding sites, DBS) with *MIR205HG* (Figure 2B), however their frequency was not significantly different from that of non-target regions.

**FIGURE 2:**
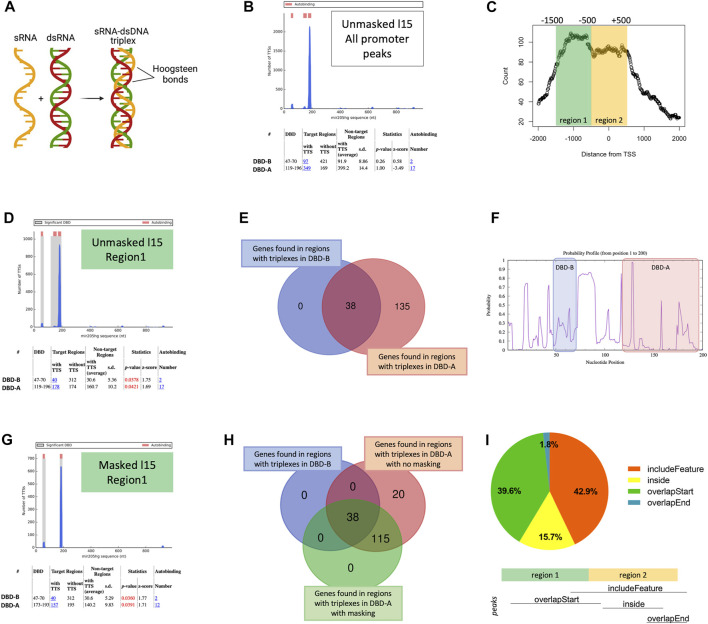
Enrichment of triplexes in *MIR205HG* proximal region peaks. **(A)** Representation of RNA/DNA triplex formation (created with BioRender.com). **(B)** TDF output for the unmasked analysis with minimum triplex length equal to 15 performed on 518 *MIR205HG* proximal region peaks. **(C)** Bimodal distribution of *MIR205HG* proximal region peaks around the TSS, generated using the *binOverFeature* function of the *ChIPpeakAnno* R package (v3.28.1). **(D)** TDF output of the unmasked analysis with minimum triplex length equal to 15 performed on “region 1”-cutpeaks. **(E)** Intersection between genes forming a triplex with 119–196 DBD-A (173) and genes forming a triplex with 47–70 DBD-B (38) of *MIR205HG* transcript. **(F)** Profile showing the probability of *MIR205HG* bases (form base position 1 to 200) of being single stranded. The DBD-B and DBD-A are highlighted. The image was generated by Sfold tool. **(G)** TDF output of the masked analysis with minimum triplex length equal to 15 performed on “region 1”-cutpeaks. **(H)** Intersection between genes forming a triplex with DBD-A (173) of *MIR205HG* with no masking, genes forming a triplex with DBD-B (38) and with 173–196 DBD-A with masking. **(I)** Degree of overlap between whole peaks and region 2 (−500/+500 bp from TSS) calculated using the *findOverlappingPeaks* function of the *ChIPpeakAnno* R package (v3.28.1). Results show that 42.9% of peaks included region 2 completely, though starting before (i.e., in region 1). This is indicated in the figure as “includeFeature”. 39.6% of peaks fell mainly in region 1, only overlapping with the start of region 2 (“overlapstart”); 15.7% fell completely within region 2 (“inside”); 1.8% of peaks overlapped with the end of region 2 (“overlapend”). Pie plot was generated using GraphPad prism. Venn diagrams were generated with the web accessible tool available at https://bioinformatics.psb.ugent.be/webtools/Venn/.

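Coverage was taken as the number of proximal consensus peaks over each position from 1500 bp upstream to 500 bp downstream of the nearest TSS. Mean coverage was 276 peaks over region 1, from 1500 to 500 bp upstream, and 308 peaks over region 2, within 500 bp of the TSS. The ratio of region 1 to region 2 was 0.897 (one-sided permutation test that region 1 is higher, 10000 resamples, p = 0.983). With protein-coding transcripts only the ratio was 1.04 (permutation p = 0.315). Among proximal consensus peaks with Alu it was 1.16 (permutation p = 0.0338), among those without Alu 0.748. In random proximal regions it was 0.766, among those with Alu 1.26 and among those without Alu 0.675.

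**Figure D4:**
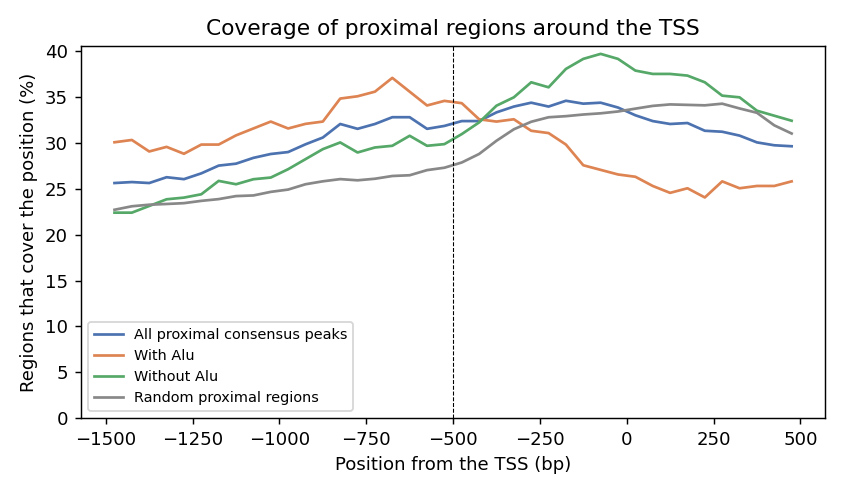
Share of regions (y axis, %) that cover each position from the TSS (x axis, bp; the dashed line is the border of regions 1 and 2). Proximal consensus peaks with Alu cover region 1 more than region 2, by a ratio of 1.16, and those without Alu cover it less, by 0.748.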

The analysis of ChIRP-seq read counts with respect to TSS however showed a bimodal distribution of proximal region peaks (Figure 2C), with higher density from −1,500 to −500 bp (region 1) and lower between −500 and +500 bp (region 2). Therefore, we generated “region 1” and “region 2” -cutpeaks as a result of the intersection between proximal region peaks and the abovementioned regions. 

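The intersection gave 626 region 1 cutpeaks and 632 region 2 cutpeaks. With at least 100 bp inside the region there were 552 and 567, and with protein-coding transcripts only, 262 and 227.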

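As a measure that depends on no RNA sequence, purine or pyrimidine tracts of at least 15 nt with at most 2 interruptions were counted. They were present in 504 region 1 cutpeaks (80.5%, exact 95% interval 77.2 to 83.5) and 533 region 2 cutpeaks (84.3%, interval 81.3 to 87.1), an odds ratio of 0.767 (Fisher's exact test, two-sided, p = 0.0759). With tracts of 20 nt the odds ratio was 0.727 (exact p = 0.00566), and with 15 nt and no interruption 0.730 (exact p = 0.00953). In cutpeaks of random proximal regions, the odds ratio was 0.831 for 15 nt with interruptions, 0.939 for 20 nt and 1.02 for 15 nt without interruption.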

Interestingly, TDF found significant enrichment of triplex-forming sequences in the first region (Figure 2D), and lack of enrichment in the latter (with even fewer triplexes than expected) (Supplementary Figure S3A). Specifically, DBS were found in 178 of 352 “region 1”-cutpeaks, corresponding to 173 genes. These DBS formed triplexes with 119–196 nt region of *MIR205HG*, hereafter referred to as putative DNA binding domain A (DBD-A). 

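Matches to these bases were present in 275 region 1 cutpeaks (43.9%) and 264 region 2 cutpeaks (41.8%), an odds ratio of 1.09 (95% interval 0.868 to 1.37; Fisher's exact test, two-sided, p = 0.459). In cutpeaks of random proximal regions the odds ratio was 1.26. From the DBS that TDF found in region 1 and the lack of enrichment in region 2, the paper proposes triplex formation as the mode of binding in region 1.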

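Bases 47 to 70 of the transcript had a triplex match in 29 region 1 cutpeaks (4.63%) and 39 region 2 cutpeaks (6.17%), an odds ratio of 0.739 (Fisher's exact test, two-sided, p = 0.262), and 1.31 in cutpeaks of random proximal regions. Over whole proximal consensus peaks, 93 had a match to these bases, and 91 of the 93 also had a match to bases 119 to 196.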

Notably, 40 out of 178 (=22.5%) “region 1”-cutpeaks forming a triplex with DBD-A were predicted to form an additional triplex with 47–70 nt region of *MIR205HG* (hereafter referred to as putative DBD-B), meaning that all DBS forming a triplex with DBD-B also form a triplex with the more downstream DBD-A, corresponding to 38 out of 173 genes (Figure 2E). Notably, DBD-A was confirmed to be significantly enriched in “region 1”-cutpeaks (49 DBS in 352 peaks) when the analysis was run using 20 nt as minimum triplex length, whereas DBD-B was lost (Supplementary Figure S3B).

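With matches of at least 20 nt, bases 119 to 196 had a match in 52 region 1 cutpeaks (8.31%) and 78 region 2 cutpeaks (12.3%), an odds ratio of 0.644 (Fisher's exact test, two-sided, p = 0.0205), and 1.53 in cutpeaks of random proximal regions. No cutpeak of either region had a match of that length to bases 47 to 70.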

Importantly, no significant enrichment of triplex-forming regions with *MIR205HG* was found in ChOP peaks of *MEG3*, an unrelated lncRNA known to form triplexes. Moreover, no triplex-forming regions with *MEG3* were found in *MIR205HG* peaks spanning −1,500 to −500 bp from TSS. The other way around, triplex-forming regions with *MIR205HG* were not statistically enriched in a random list of 500 sequences spanning −1,500 to −500 bp from TSS.

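In 5717 region 1 parts of the random proximal regions, 2417 (42.3%) had a match of at least 15 nt to bases 119 to 196. For matches of 20 nt to the same bases the share was 10.3% in random region 1 parts. In random region 2 parts the shares were 36.7% and 6.95%. The random parts were longer than the cutpeaks, with medians of 443 against 379.5 bp in region 1 and 480 against 431 bp in region 2. A longer part has more room for a match, so these shares also depend on length.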

It is known that lncRNAs may be highly structured and that some bases may not be available for triplex formation due to their involvement in RNA secondary structures (Matveishina et al., 2020). Therefore, we masked *MIR205HG* bases having a <10% likelihood of being single-stranded and thus being unavailable to form triplexes, and re-run TDF analysis. 

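The probability of each base being unpaired was computed from the RNAfold partition function of the whole 1007 nt transcript. Bases 47 to 70 had a mean of 0.679 (SD 0.213 over bases), higher than 96.8% of windows of that length, and none of these bases was below 10%. Bases 119 to 196 had a mean of 0.349 (SD 0.401), with 37 of the 78 bases below 10%.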

Notably, bases ranging from 47 to 70 of *MIR205HG* (DBD-B) all appeared to exceed the cut-off of accessibility, whereas DBD-A resulted to be highly accessible starting from base 174 (Figure 2F). TDF run using masked *MIR205HG* sequence again revealed enrichment of DBS in “region 1”-cutpeaks (Figure 2G), with 157 triplexes forming with DBD-A (all included in the 178 triplexes found in the “unmasked” analysis) and 40 (of 40 of the unmasked analysis) with DBD-B of *MIR205HG* (Figure 2H). It is to note that, according to this analysis, DBD-A appeared to be shorter, spanning bases 173–193 of *MIR205HG* sequence.

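Bases 173 to 193 had a match in 166 region 1 cutpeaks (26.5%) and 163 region 2 cutpeaks (25.8%), an odds ratio of 1.04 (Fisher's exact test, two-sided, p = 0.798), and 1.38 in cutpeaks of random proximal regions. Their mean unpaired probability was 0.346 (SD 0.368), with 7 of the 21 bases below 10%.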

Overall these data suggest that *MIR205HG* peaks from −1,500 to −500 of TSS may account for a triplex-forming mechanism, whereas −500/+500 peaks may be alternatively region 1 peak tails or accounting for a different mechanism of binding. To explore this, we verified the degree of overlap between whole peaks and region 2. We found that 42.9% of peaks covered both regions (i.e., started in region 1 but included region 2 completely) whereas 39.6% and 17.5% (15.7% + 1.8%) of peaks fell specifically in region 1 and in region 2, respectively (Figure 2I). 

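Of the 632 proximal consensus peaks that touched region 2, 79 (12.5%) included it, 231 (36.6%) overlapped its start, 123 (19.5%) lay inside it and 199 (31.5%) overlapped its end. A further 316 proximal consensus peaks lay in region 1 without touching region 2. Region 1 was touched by 66.0% of all proximal consensus peaks.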

The existence of region-specific peaks may underscore the possibility that *MIR205HG* may bind to the DNA with different mechanisms, being however triplex formation the most prevalent modality (total peaks covering region 1 = 42.9% + 39.6% = 82.5%).

### *MIR205HG*/*LEADR* Triplex-Forming Peaks are Enriched in *Alu* Sequences and Histone Modifications of Primed Regulatory Elements

We then used LOLA to highlight features that could be specific to either bound region. 

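An Alu alignment was present in 206 region 1 cutpeaks (32.9%) and 149 region 2 cutpeaks (23.6%), an odds ratio of 1.59 (95% interval 1.23 to 2.05; Fisher's exact test, two-sided, p = 2.74e-04). In cutpeaks of random proximal regions the odds ratio was 1.91. DNase, CpG island, transcription factor and histone data were not used here.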

We found exclusive enrichment of *Alu* sequences in “region 1”-cutpeaks and of transcription factor binding sites (TFBsite), DNAse, CpG islands, H3K4me3 in “region 2”-cutpeaks (Figure 3A). All other tested features resulted to be not significantly enriched overall in cutpeaks as compared to the background (Figure 3A). To exclude that feature enrichments could be region-specific and not associated with triplex formation, we run a comparative analysis between triplex-containing and triplex-less peaks in each region. In both cases, triplex-containing peaks were enriched in *Alu* and H3K4me1 and devoid of CpG, H3K27me3, and H3K4me3 (Figure 3B). In region 1, they were also enriched in H3K36me3 and devoid of TFBS. These results seem to confirm that some feature enrichments are specific of *MIR205HG* modality of binding (triplex yes vs*.* no), rather than being solely region-specific. Potentially, this may also underscore a dual mode of *MIR205HG* binding, the first and more prevalent involving triplex formation in proximity of *Alu* sequences and H3K4me1 modification, more frequently occurring in region 1; the latter, possibly mediated by the interaction with TFs and accompanied by H3K4me3 and H3K27me3, more frequently occurring in region 2.

**FIGURE 3:**
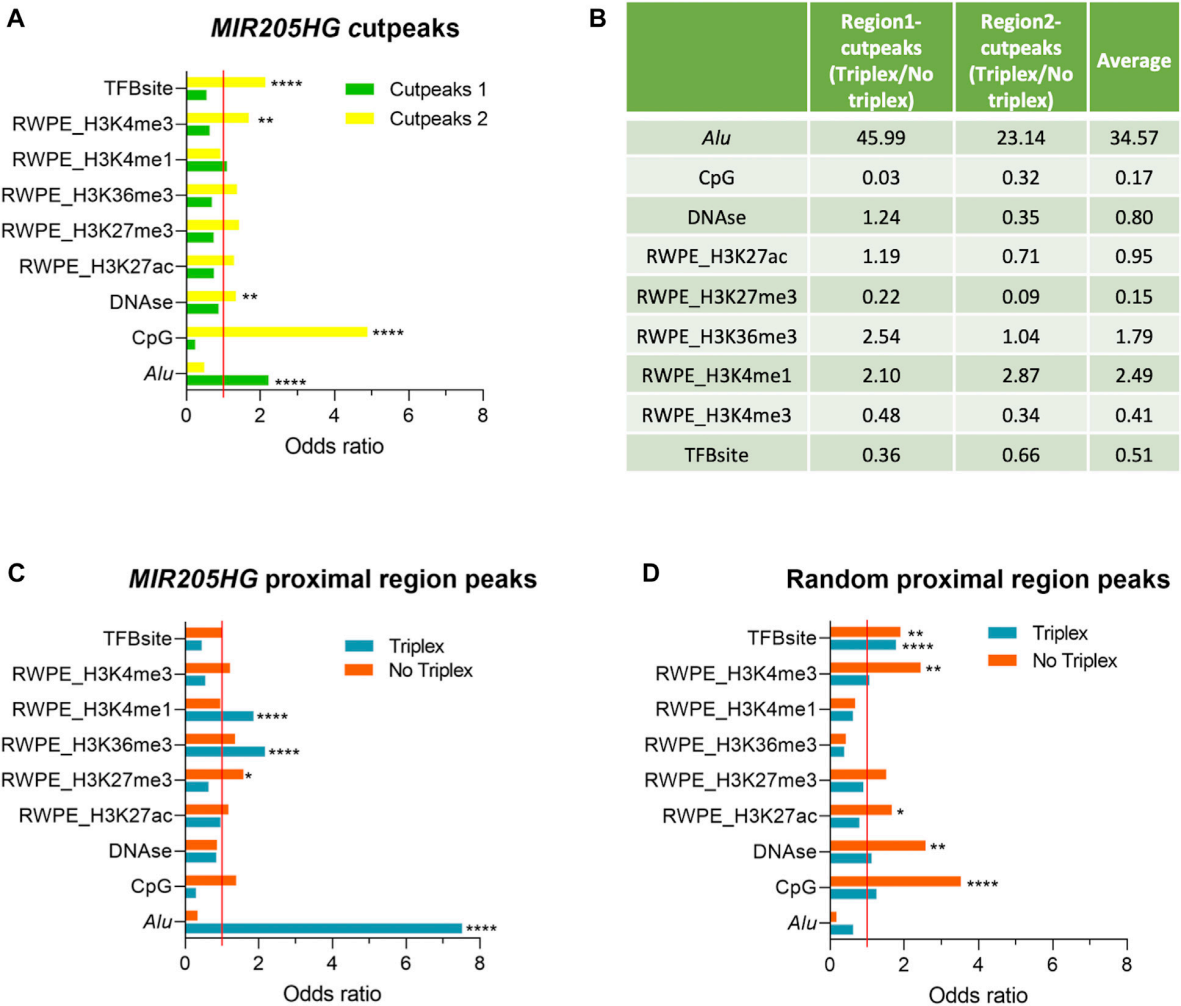
Enrichment of *Alu* and specific histone modifications in *MIR205HG* proximal region peaks. **(A)** The bar plot shows the odds ratios for the “region 1”- and “region 2”-cutpeaks for each LOLA library. Line set to 1 represents no enrichment as compared to the background. **(B)** For each LOLA library, the ratio of the odds ratios in triplex-containing and in triplex-less peaks among “region 1” and “region 2”-cutpeaks, together with their average, are reported to show the relative enrichment in presence and absence of the triplex. **(C)** The bar plot shows the odds ratios for *MIR205HG* proximal region peaks divided into triplex-forming and triplex-less peaks for each LOLA library. **(D)** The bar plot shows the odds ratios for random proximal region peaks divided into triplex-forming and triplex-less peaks for each LOLA library. The computed *p*-Value is reported (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). Bar plots and the table were generated using GraphPad Prism and Microsoft Excel, respectively.

We focused on the triplex-mediated mechanism and to test it from a more general perspective, we went back to the analysis of all proximal region peaks. To increase specificity, we run TDF with 0.1 masking on whole peaks (not “cut” for regions). 

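Over whole proximal consensus peaks, 403 (42.5%) had a triplex match to bases 173 to 193 of the transcript. The share was 38.5% in random proximal regions, which were not matched in width.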

As previously observed in the unmasked analysis, we did not find any significant enrichment of triplexes overall, however we could detect 306 triplexes forming with site DBD-A (in 283 genes) and 97 with site DBD-B (in 93 genes, all included in those forming triplex with DBD-A) (Supplementary Figure S3C). Overall, 59% of peaks had at least a triplex, which accounts for 63% of genes.

The LOLA analysis run on all proximal region peaks based on the presence/absence of the triplex, regardless of peak position with respect to TSS, confirmed enrichment of *Alu*, H3K4me1 and H3K36me3 in triplex-containing peaks, and H3K27me3 in triplex-less peaks (Figure 3C).

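Of the 613 proximal consensus peaks with a match to bases 119 to 196, 330 (53.8%) had an Alu alignment, and of the 335 without a match, 69 (20.6%) had one. The odds ratio was 4.49 (95% interval 3.27 to 6.21; Fisher's exact test, two-sided, p = 4.82e-24). With matches to bases 173 to 193 it was 4.60, and with matches to bases 47 to 70 it was 2.05. Purine or pyrimidine tracts of 20 nt, whatever their sequence, had an odds ratio with Alu of 0.960 (exact p = 0.827), and 1.28 in random proximal regions. For tracts of 15 nt it was 0.618 (exact p = 0.154), but 95.5% of the proximal consensus peaks hold such a tract, which leaves little room for a difference.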

As a further validation, we run TDF to find triplex-forming sequences in a list of 500 random regions in the range of −1,500/+500 from TSS and then analyzed with LOLA. Notably, no enrichment of *Alu*, H3K4me1 or H3K36me3 was found in this case (Figure 3D), suggesting that 1) triplexes predicted in *MIR205HG* peaks may be true and that 2) features associated with them are specifically linked to *MIR205HG* mode of binding. For example, striking enrichment of *Alu* was found exclusively in *MIR205HG* peaks with triplex and not in triplex-less *MIR205HG* peaks, nor in unrelated proximal regions regardless of potential predicted triplexes.

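In the 10000 random proximal regions, the odds ratio of a match to bases 119 to 196 and an Alu alignment was 4.41 (95% interval 3.89 to 5.02). For matches to bases 173 to 193 it was 4.19, and for matches to bases 47 to 70 it was 2.19. These odds ratios compare regions with and without a match, whereas those of LOLA are taken against a universe of regions.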

The results are reminiscent of the enrichment of *Alu* sequences that we found in proximal regions of genes deregulated upon *MIR205HG* manipulation, as from microarray analysis (Profumo et al., 2019; Percio et al., 2020). TDF analysis run on such gene lists revealed significant enrichment of triplex-forming sequences in *bona fide MIR205HG* target genes (i.e., “*MIR205HG*-core up”) as compared to non-target genes (Figure 4A), which formed triplexes with DBD element of the lncRNA. Moreover, the simultaneous presence of DBS and *Alu* element in gene proximal regions was prominent in most markedly modulated genes and tended to decrease with fold-change (Figures 4B,C).

**FIGURE 4:**
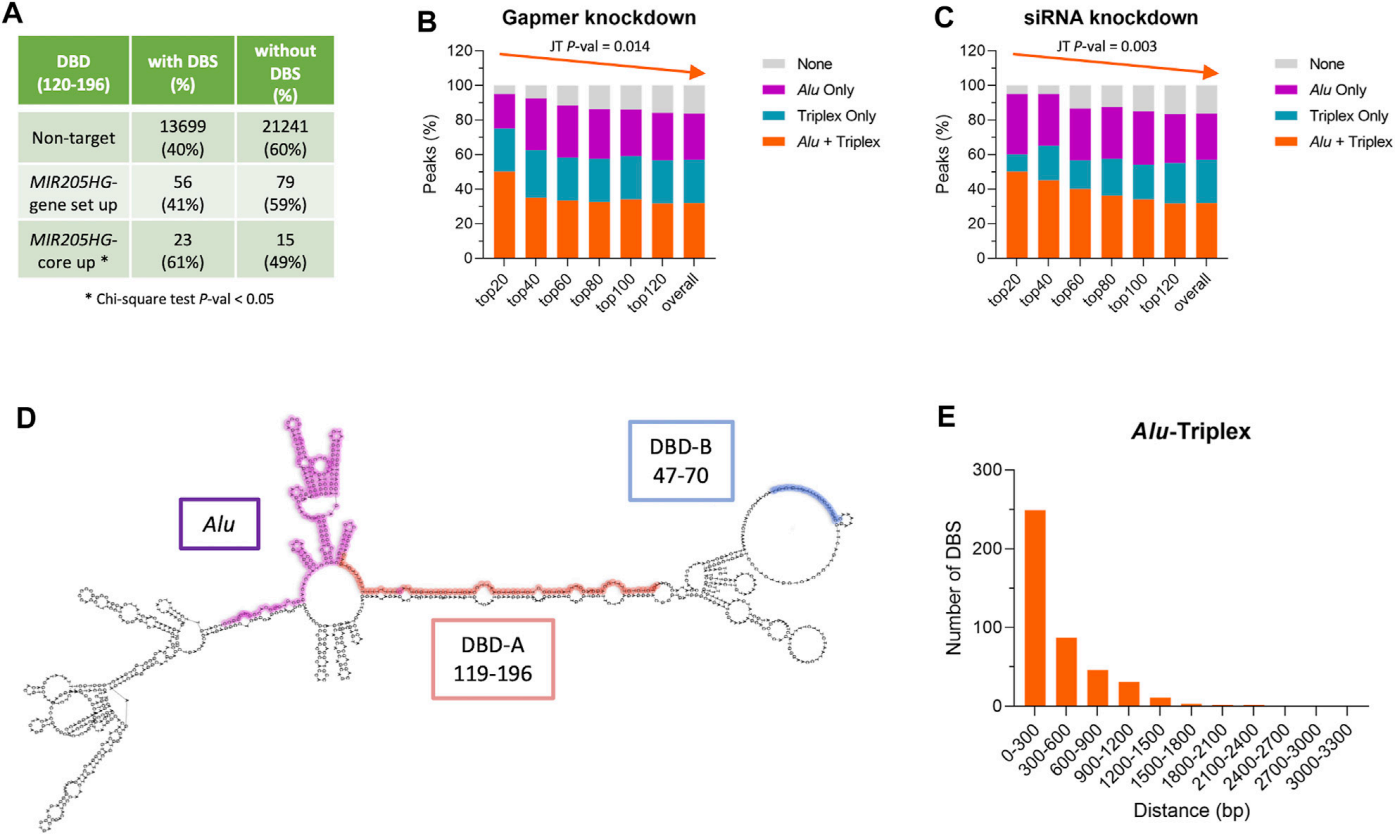
The presence of *Alu* and triplex-forming regions is a feature of both *MIR205HG* and its target genes. **(A)** Table showing the number and percentage of genes predicted to form or not a triplex with *MIR205HG* in lists of non-target genes (“Non-target”), genes commonly up-modulated after *MIR205HG* knockdown using either a siRNA or a gapmer (“*MIR205HG*-gene set up”), and genes commonly upmodulated after *MIR205HG* knockdown and coherently downmodulated after *MIR205HG* overexpression (“*MIR205HG*-core up”). Gene lists are from Profumo et al. (2019). **(B)** Bar plot showing the percentage of genes having a DBS (i.e., a triplex) and/or *Alu* element among genes differentially expressed after *MIR205HG* knockdown using a gapmer antisense oligonucleotide. Significance of the monotone trend of triplex + *Alu* percentage in regulated genes ranked for fold-change (top20 genes have the highest fold-change) was assessed by Jonckheere-Terpstra (JT) test. **(C)** Bar plot showing the percentage of genes having a DBS (i.e., a triplex) and/or *Alu* elements among genes differentially expressed after *MIR205HG* knockdown using a siRNA. Significance of the monotone trend of triplex + *Alu* percentage in regulated genes ranked for fold-change (top20 genes have the highest fold-change) was assessed by Jonckheere-Terpstra (JT) test. **(D)** *MIR205HG* predicted secondary structure (as from RNAfold); DBD-A, DBD-B and *Alu* elements are highlighted in the structure. **(E)** Distance between the triplex (DBS) and the *Alu* element in *MIR205HG* proximal region peaks forming a triplex. Bar plots and the table were generated using GraphPad Prism and Microsoft Excel, respectively.

Analysis of *MIR205HG* secondary structure (as from RNAfold web service, http://rna.tbi.univie.ac.at/cgi-bin/RNAWebSuite/RNAfold.cgi) (Gruber et al., 2008; Lorenz et al., 2011) revealed that the putative DBDs, which are located just upstream of the *Alu* element, are poorly structured (Figure 4D), thus making them prone to triplex formation. In contrast, the *Alu* element is highly structured, making the protein-mediated interaction with *Alu* sequence on target genes more plausible than the direct DNA/RNA pairing. 

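In the whole-transcript fold, the Alu part had a mean unpaired probability of 0.343 (SD 0.434 over bases), with 55.7% of its 212 bases below 10%, and the transcript outside both putative DBDs had a mean of 0.409. When pairs were limited to a span of 150 nt within windows of 200 nt (RNAplfold), the mean was 0.841 over bases 119 to 196, 0.865 over bases 173 to 193, 0.596 over bases 47 to 70, 0.417 over the Alu and 0.474 over the transcript outside the DBDs. The putative DBD-A and the Alu part overlap at bases 180 to 196. From the fold, the paper concludes that the DBDs are open to triplex formation, and that binding of the Alu to target genes through protein is more plausible than direct pairing.

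**Figure D5:**
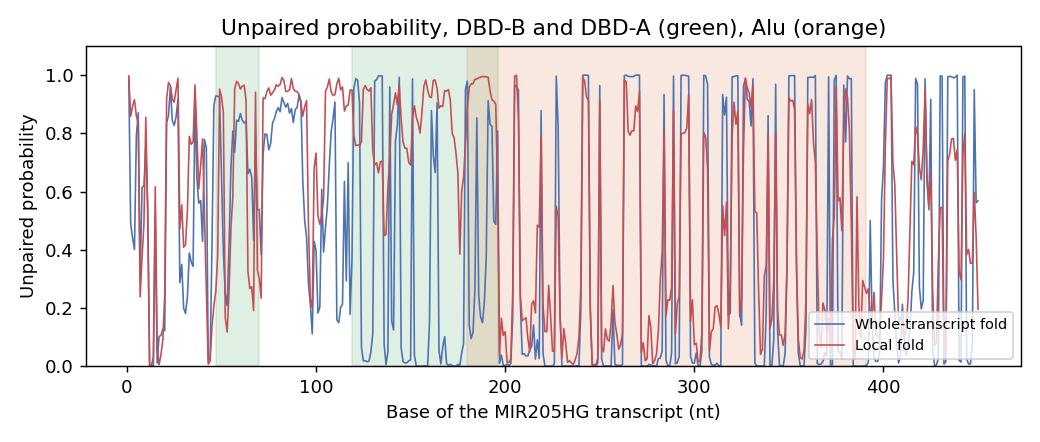
Unpaired probability (y axis) of each base of the transcript up to base 450 (x axis, nt) in the whole-transcript fold and in the local fold. Over bases 119 to 196 the mean is 0.349 in the former and 0.841 in the latter.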

Most *MIR205HG* target genes as from ChIRP-seq analysis revealed to have triplex/DBS at a distance of less than 300 nt from their *Alu* element (Figure 4E), which would allow interaction with DBD and *Alu* on *MIR205HG* without any need of bending of either the DNA or the RNA. This is exemplified in Supplementary Figure S4, where some examples of genes having *MIR205HG* peak in their proximal regions are reported, together with indication of their triplex-forming region (DBS) and *Alu* element.

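Among the 330 proximal consensus peaks with both a match to bases 119 to 196 and an Alu alignment, the distance from the nearest match to the Alu was at most 300 bp in 326 (98.8%, exact 95% interval 96.9 to 99.7). In random proximal regions with both, which were not matched in width, it was at most 300 bp in 94.0%. Of the proximal consensus peaks with a match, 89.4% had one with at least 8 bases of the T tract at bases 182 to 194. In random proximal regions with a match the share was 87.3%.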

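The genes shown there had consensus peaks in replicates 2 and 3, and 1 of them also in replicate 1. The fold enrichment given for a consensus peak is that of its highest summit in each replicate, unless a summit is named. Coordinates are on hg19. RFX5 (ENSG00000143390.18_10) had 3 proximal consensus peaks on chromosome 1. The peak from 151317452 to 151320368, over the TSS, was found in all 3 replicates, with fold enrichments of 8.78, 32.4 and 39.4 in replicates 1, 2 and 3, and had an Alu alignment and a match to bases 119 to 196. Upstream of KAT6A (ENSG00000083168.11_16), a peak lay on chromosome 8 from 41910283 to 41911534. In replicates 2 and 3, its fold enrichments were 7.03 and 6.97 near 41910636, and 5.97 and 7.55 near 41911394. The peak had an Alu alignment and a match to bases 119 to 196, with 3 bp between them. Upstream of BNIP2 (ENSG00000140299.14_14), the peak on chromosome 15 from 59982813 to 59983300 had a fold enrichment of 5.45 and 6.57 in the same replicates and a match, and Alu sequence only when the intron part of the MIR205HG Alu was searched as well. Upstream of PDCD2 (ENSG00000071994.11_12), the proximal peak on chromosome 6 from 170894761 to 170895521 had a fold enrichment of 4.50 and 9.91, a match to bases 119 to 196 and to bases 47 to 70, and Alu sequence only when the intron part was searched as well. A further PDCD2 peak, from 170896189 to 170897021, lay 2409 bp upstream and was classed as distal. Its highest fold enrichments in replicates 2 and 3 were 7.52 and 13.9, at different summits. At the summit nearest to that of replicate 3, replicate 2 had 6.60. This peak had an Alu alignment and a match to bases 119 to 196, with 0 bp between them.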

Aside *Alu*, features enriched exclusively in *MIR205HG* triplex-forming regions (not in other regions, even not in triplex-forming regions of random proximal regions) were H3K4me1 and H3K36me3 (Figure 3C, Supplementary Figure S4). Other features previously found to be enriched in triplex-less *MIR205HG* peaks (CpG, H3K4me3, H3K27me3, Figure 3B) showed a tendency to be enriched in triplex-less regions also in random proximal regions (Figure 3D), thus not allowing us to draw specific conclusions on whether and how *MIR205HG* may work in a triplex-independent modality.

## Discussion

Understanding of lncRNA function passes through the identification of elements that allow RNA to interact with other molecules (Graf and Kretz, 2020; Ohyama et al., 2020). In some cases, such interaction is simply mediated by complementarity between nucleic acids, as in the miRNA sponging mechanism. In most circumstances, however, more complex secondary and tertiary structures need to form to allow interaction with double-stranded DNA or proteins (Tassinari et al., 2021). In this regard, the primary sequence of lncRNAs is only poorly informative of the function of a given lncRNA, and curiously also less conserved than higher-order structures (Johnsson et al., 2014). It is however conceivable that, just alike proteins, lncRNAs may act through discrete, modular functional elements (Przanowska et al., 2022). Recognition of such structural motifs is together the main obstacle and the key to define the exact mechanism of action of lncRNAs.

Our previous work demonstrated, for the first time, the pivotal role of the chromatin-associated lncRNA *MIR205HG*/*LEADR* in controlling the basal phenotype of prostate epithelial cells (Profumo et al., 2019). Understanding the mechanism of action of *MIR205HG*/*LEADR* will allow to dissect the processes governing differentiation of epithelial cells, which often appear deregulated in cancer (Ferrari and Gandellini, 2020), and eventually lay the foundations for the development of novel therapeutic approaches for tumors where *MIR205HG*/*LEADR* expression is deregulated (Di Agostino et al., 2018; Li et al., 2019; Liu et al., 2020; Song et al., 2021; Dong et al., 2022). For a discussion on the potential (yet to be disclosed) role of *MIR205HG* in prostate cancer refer to Profumo et al. (2019).

Here, by analyzing the genome-wide chromatin occupancy of *MIR205HG*/*LEADR* in prostate basal cells, we provide initial clues into *MIR205HG*/*LEADR* functional modules. Specifically, we recognized two regions potentially essential for interaction with chromatin: 1) a highly structured *Alu* (RNA) element that potentially binds to *Alu* (DNA) motifs on target gene proximal regions, likely through protein intermediates, and 2) a poorly structured DBD responsible to form triplexes with regions located upstream of target genes; such domain should allow the physical direct interaction with the DNA double helix and simultaneously provide specificity for target genes over the plethora of *Alu* elements in the human genome. While we had previously showed that deletion of *Alu* element from *MIR205HG* sequence abrogated its capability to regulate gene expression, at least in part by impairing binding to target gene proximal regions, the functionality and real contribution of the predicted DBDs to DNA binding through triplex formation remain to be validated through *ad hoc* experiments. These may include selective deletion of either DBDs followed by analysis of *MIR205HG* chromatin occupancy, as well as direct biochemical assays to assess formation of triplex with target genes (as in Mondal et al., 2015; Sentürk et al., 2019).

Accumulating evidence shows that the formation of triplexes, especially with target gene regulatory regions, is a mechanism shared by different nuclear lncRNAs, such as *MEG3* (Mondal et al., 2015)—used as control in our experiments—*HOTAIR* (Kalwa et al., 2016) and *KHPS1* (Blank-Giwojna et al., 2019). In this regard, Sentürk et al. (2019) have recently provided evidence of the existence and physiological relevance of DNA/RNA triplexes *in vivo*. In their work, the authors also showed that triplexes can form at active chromatin domains and *in trans* with distant genomic loci.

The possible role of *Alu* elements as functional domains of lncRNAs has been proposed in 2014 as the so-called RIDL hypothesis (where RIDL stands for Repeat Insertion Domain of LncRNAs), mainly based on the correlative evidence of enrichment of *Alu* in lncRNA exons (Johnson and Guigó, 2014; Kim et al., 2016). For some lncRNAs, the essential role of *Alu* domains in function has been proven by deletion experiments, as in the case of *ANRIL* (Holdt et al., 2013) and *MIR205HG*/*LEADR* (Profumo et al., 2019). From the mechanistic point of view, most of the literature focuses on the “cytoplasmic activities” of *Alu* RNA domains. Imperfect base-pairing between *Alu* elements in the 3′-UTR of mRNAs and *Alu* elements in cytoplasmic lncRNAs was shown to transactivate *STAU1*-mediated mRNA decay (Gong and Maquat, 2011). *Alu*-directed sense to antisense interaction was demonstrated to be the mechanism by which SINEUPs, a new functional class of natural antisense lncRNAs (Schein et al., 2016), select mRNAs with overlapping 5′-UTR to ultimately increase their translation, a process, that is, mediated by a distinct effector domain (Spinoza et al., 2021). Sequences enriched in *Alu* repeats have been also reported to drive nuclear localization of long RNAs in human cells (Lubelsky and Ulitsky, 2018), even if this is not the case of *MIR205HG* (Profumo et al., 2019). Regarding the “nuclear” activity of *Alu* elements, *Alu*/*Alu* direct pairing was proposed between *APTR* lncRNA and the promoter of *CDKN1A*/p21 (Negishi et al., 2014), as well as between the splicing-regulatory lncRNA *5S-OT* and its targets (Hu et al., 2016). In contrast, *Alu* elements in the human lincRNA-p21 need to adopt a conserved secondary structure to regulate RNA function and localization (Chillón and Pyle, 2016). Also the *Alu* element of *ANRIL* was shown to form a stem-loop structure. Whether structured *Alu* domains are the scaffolds for the protein-mediated interaction with other *Alu* elements or more in general are the platforms for effector proteins is an aspect that still needs extensive investigation.

The possible link between triplex formation and the presence of the *Alu* in either the lncRNA or target genes is also a poorly developed issue. In this regard, Sentürk et al. (2019) showed that a large fraction of triplex-forming RNAs is enriched with repeat elements, thus suggesting that repeat-derived sequences may represent functional domains that target regulatory RNAs to distant genomic regions. In addition, triplex-forming DNA sequences have a propensity to harbor significantly more SINE and LTR elements than control DNA, with *Alu* and ERVL subclasses being predominant. This finding supports the notion that repetitive DNA sequences might serve an important function in tethering regulatory RNAs to specific genomic regions, as is for *MIR205HG*/*LEADR*. Partially in contrast with these and our results are the findings by Bai et al. (2021), who reported *Alu* enrichment in RNA:DNA hybrids (R-loops), but depletion in DNA:DNA and RNA:DNA triplexes.

Our analysis showed that triplex-containing *MIR205HG*/*LEADR* peaks were enriched in H3K4me1 in the absence of H3K27ac, H3K4me3 and H3K27me3, a feature that has been historically associated with primed enhancers, i.e., enhancers characterized by accessible chromatin conformation despite being transcriptionally repressed (Calo and Wysocka, 2013). This evidence is reminiscent of what has been reported for super-lncRNAs, a class of tissue-restricted lncRNAs that target and contribute to the local chromatin organization of the super-enhancers (i.e., regions in the genome containing multiple enhancers which drive transcription of genes involved in cell identity). Such lncRNAs harbor a single triplex-forming repeat domain, which forms an RNA:DNA triplex with multiple anchor DNA sites originating from transposable elements within the super-enhancers (Soibam, 2017). Therefore, preferential binding to enhancer-like regions through a triplex- and *Alu*-based mechanism seems to be a shared feature between super-lncRNAs and *MIR205HG*. Notably, *Alu* elements are found in most enhancers, which may suggest them as proto-enhancers in primates (Feschotte, 2008). In this regard, we should acknowledge that the mentioned histone modification pattern can be found in both distal and proximal enhancers, as well as in promoters (Bae and Lesch, 2020). As an alternative to the classical positional definition, promoters and enhancers may be considered as a single class of transcriptional elements distinguished by different levels of transcription, which are then associated with different ratios between H3K4me1 and other histone modifications. Whether *MIR205HG*-bound elements work as proximal enhancers or promoters of the neighboring genes should be assessed for each individual gene using the appropriate assays. From a global perspective, the “primed” histone modification pattern found to be associated with *MIR205HG* at proximal regions may underscore the need of basal cells to keep *MIR205HG*/*LEADR* target genes repressed but, at the same time, responsive to differentiation cues. Curiously, another triplex-forming lncRNA, *MEG3*, was found to preferentially interact with promoter-distal sites enriched in H3K4me1 and H3K27me3, which are instead characteristic of poised enhancers (Calo and Wysocka, 2013).

Further investigation will be required to understand whether *MIR205HG*/*LEADR* is itself responsible for the recruitment of histone modifying complexes at bound sites, thus directly regulating the chromatin state of target genes, and through which structural domain. In this regard, other triplex-forming lncRNAs, such as *MEG3*, *HOTAIR* and *PARTICLE*, were shown to recruit PRC2 complexes to promoters of target genes to drive epigenetic silencing (O'Leary et al., 2015). The *Alu*-containing lncRNA ANRIL was itself shown to regulate target gene expression through histone methylation complexes. In all of the mentioned cases, the lncRNA structural motifs responsible to recruit and transport necessary regulators to promoter/enhancers of target genes have been either yet not identified or shown to be distinct from the triplex-forming domain. It is not even unlikely that *Alu* elements may themselves participate in this process.

Overall, here we provided initial clues into *MIR205HG*/*LEADR* possible mechanism of action at the chromatin level, further corroborating the emerging role of *Alu* elements as functional RNA domains of lncRNAs and key regulatory DNA elements in proximal regions. We also confirmed triplex formation as a prominent mechanism of DNA binding for chromatin-interacting lncRNAs. Further experimental validation is warranted to assess the real contribution of the suggested functional elements and modality of DNA binding, as well as the mechanism by which *MIR205HG* is then able to directly modulate the expression of target genes. If successful, such experiments may inform on the role that *MIR205HG*/*LEADR* may have in the differentiation of basal cells from various tissue contexts (e.g., breast, skin) and stimulate interest regarding the contribution of aberrant differentiation programs to epithelial carcinogenesis.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE201567.

# Supplementary material for: MIR205HG/LEADR Long Noncoding RNA Binds to Primed Proximal Regulatory Regions in Prostate Basal Cells Through a Triplex- and Alu-Mediated Mechanism
**Source:** Front Cell Dev Biol. 2022 Jun 17;10:909097. doi: 10.3389/fcell.2022.909097
**Supplement:** Supplementary file 1

# Supplementary Material

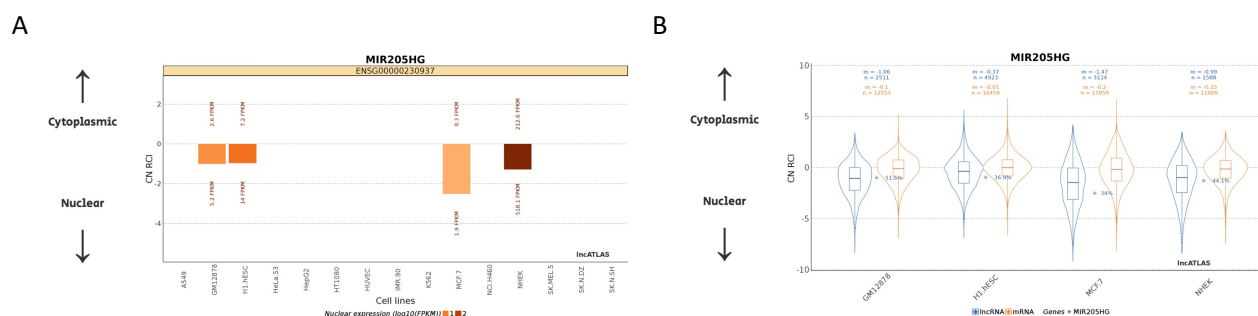

## Supplementary Figure S1: *MIR205HG* is prevalently nuclear.

- (A) Nuclear-cytoplasmic localization of *MIR205HG* as from lncATLAS. This localization is expressed in units of relative concentration index (RCI), which is a comparison of the concentration of a gene, per unit mass of RNA, between the two cellular compartments in different cell lines. Expression values are also reported.
- (B) Nuclear-cytoplasmic localization of *MIR205HG* within the distribution of all genes expressed as RCI as from lncATLAS.  $n$  indicates the total number of genes in each group and  $m$  the median RCI value per group. The group percentile corresponding to each gene is also displayed next to the gene point.

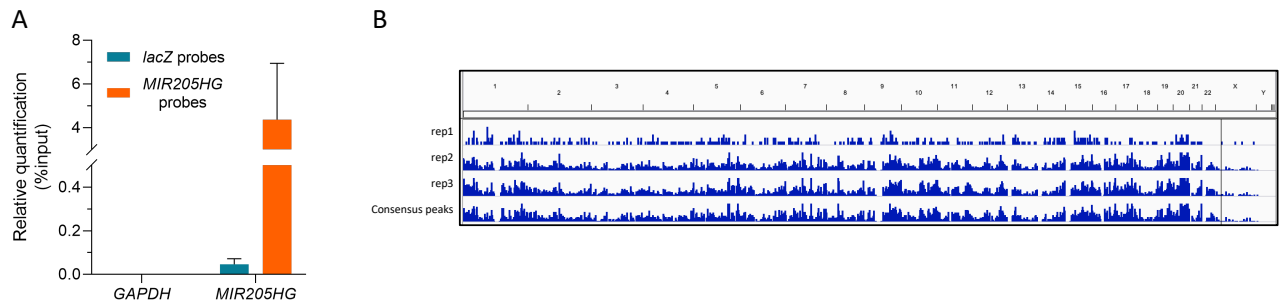

**Supplementary Figure S2: ChIRP successfully precipitates *MIR205HG* RNA and bound DNA.**

- (A) Pull-down of *MIR205HG* (and not *GAPDH*) RNA with specific probes as compared to *lacZ* probes for the three replicate experiments subjected to sequencing (relative quantification of *GAPDH* and *MIR205HG* against the input in *lacZ* e *MIR205HG* probes). The graph was created with GraphPad Prism.
- (B) Integrative Genomics Viewer (IGV) tracks reporting the distribution of *MIR205HG* ChIRP peaks across chromosomes, as called against *lacZ*. 

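Of the replicate 1 peaks, 95.4% overlapped a replicate 2 peak and 98.6% a replicate 3 peak by at least 1 bp. Of the replicate 2 peaks, 6.15% overlapped replicate 1 and 80.6% replicate 3, and of the replicate 3 peaks, 3.93% overlapped replicate 1 and 47.7% replicate 2. Each share was above all 1000 random placements of the same peaks (one-sided permutation p = 0.001, the smallest they can give). A reciprocal overlap of 50% moved the shares of replicate 1 most, to 22.4% with replicate 2 and 9.27% with replicate 3. In a simulation of libraries unchanged from lacZ and called against the same lacZ reads, 1.49% of replicate 2 calls were shared with replicate 3 and 0.524% the other way. The simulation held only counting error of reads, so it does not cover a bias common to the MIR205HG libraries and absent from lacZ. Across overlapping pairs of peaks, which are not independent replicates, the fold enrichments had r = 0.348 (rho 0.275) between replicates 1 and 2, r = 0.520 (rho 0.482) between replicates 1 and 3 and r = 0.759 (rho 0.671) between replicates 2 and 3. All of these fold enrichments are taken over the same lacZ library, which alone makes them correlate. With the reads of 1 replicate shuffled 1000 times among pairs of like lacZ level, a comparison chosen after the data were seen, the mean r was 0.194, 0.246 and 0.179 in the same order (permutation p = 0.001 for each, the smallest the shuffles can give), and the mean rho was 0.225, 0.285 and 0.263, with a permutation p of 0.0470 between replicates 1 and 2 and 0.001 for the other pairs, not adjusted. The median fold enrichment of peaks shared with another replicate was 6.35 against 5.19 for single-replicate peaks in replicate 2, and 7.97 against 6.18 in replicate 3 (permutation p = 1e-05, two-sided). In replicate 1 it was 8.67 against 8.72 (permutation p = 0.942), where 9 peaks were not shared.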

Signal of peaks from single replicates (rep1, rep2, and rep3) and of consensus peaks is reported.

A

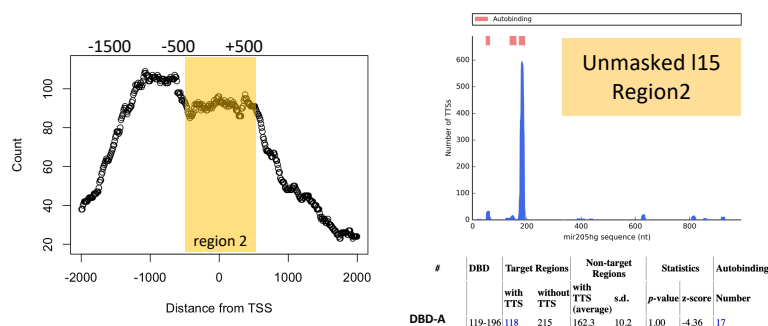

B

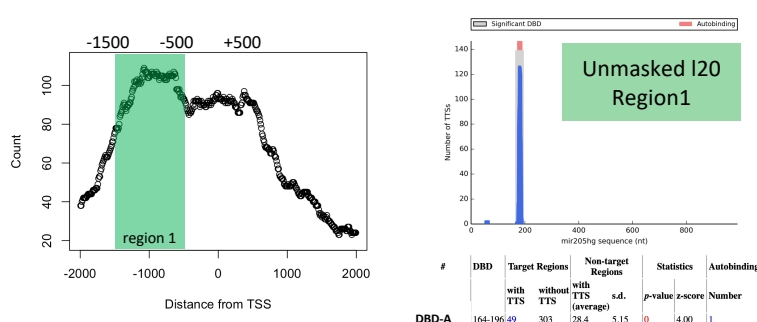

C

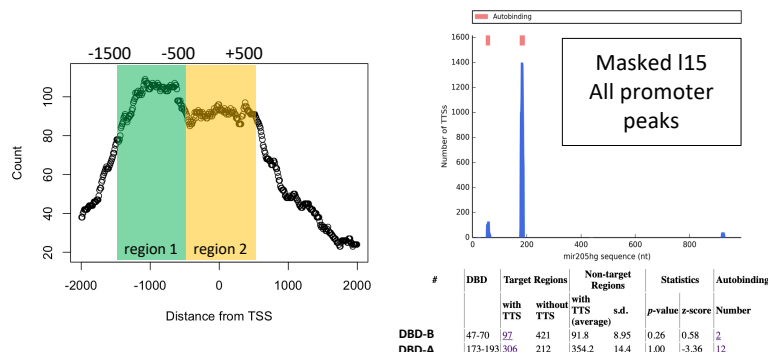

### Supplementary Figure S3: Enrichment of triplexes in *MIR205HG* proximal region peaks.

- (A) Highlight of region 2 (-500/+500 bp from TSS) of the bimodal distribution of proximal region peaks around the TSS (left). TDF output of the unmasked analysis with minimum triplex length equal to 15 performed on "region 2"-cutpeaks (right).
- (B) Highlight of region 1 (-1,500/-500 bp from TSS) of the bimodal distribution of proximal region peaks around the TSS (left). TDF output of the unmasked analysis with minimum triplex length equal to 20 performed on "region 1"-cutpeaks (right).
- (C) Highlight of both region 1 and region 2 of the bimodal distribution of proximal region peaks around the TSS (left). TDF output of the masked analysis with minimum triplex length equal to 15 performed on 518 promoter peaks (right).

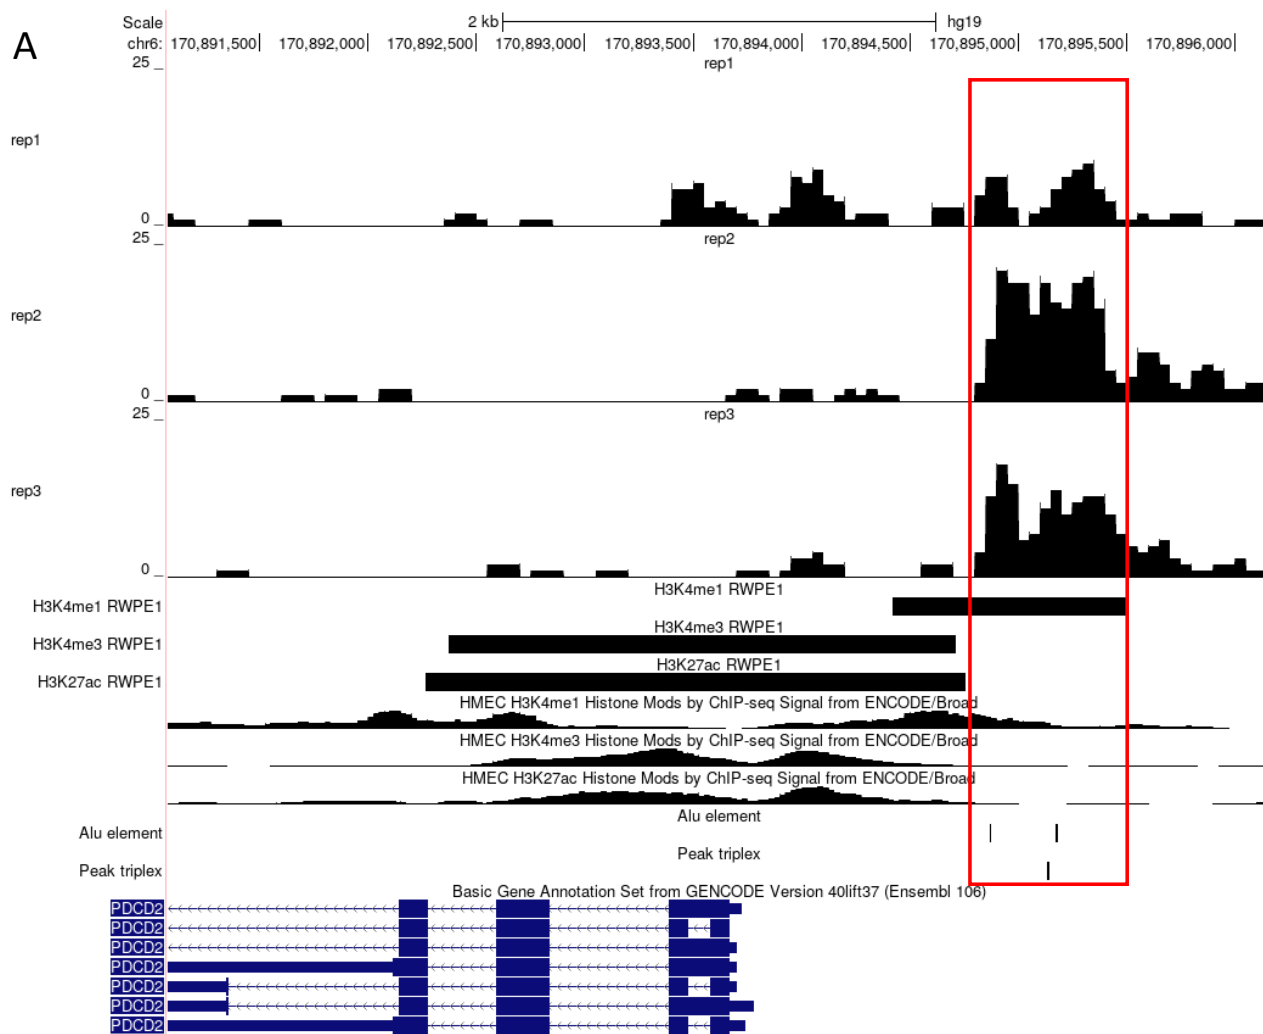

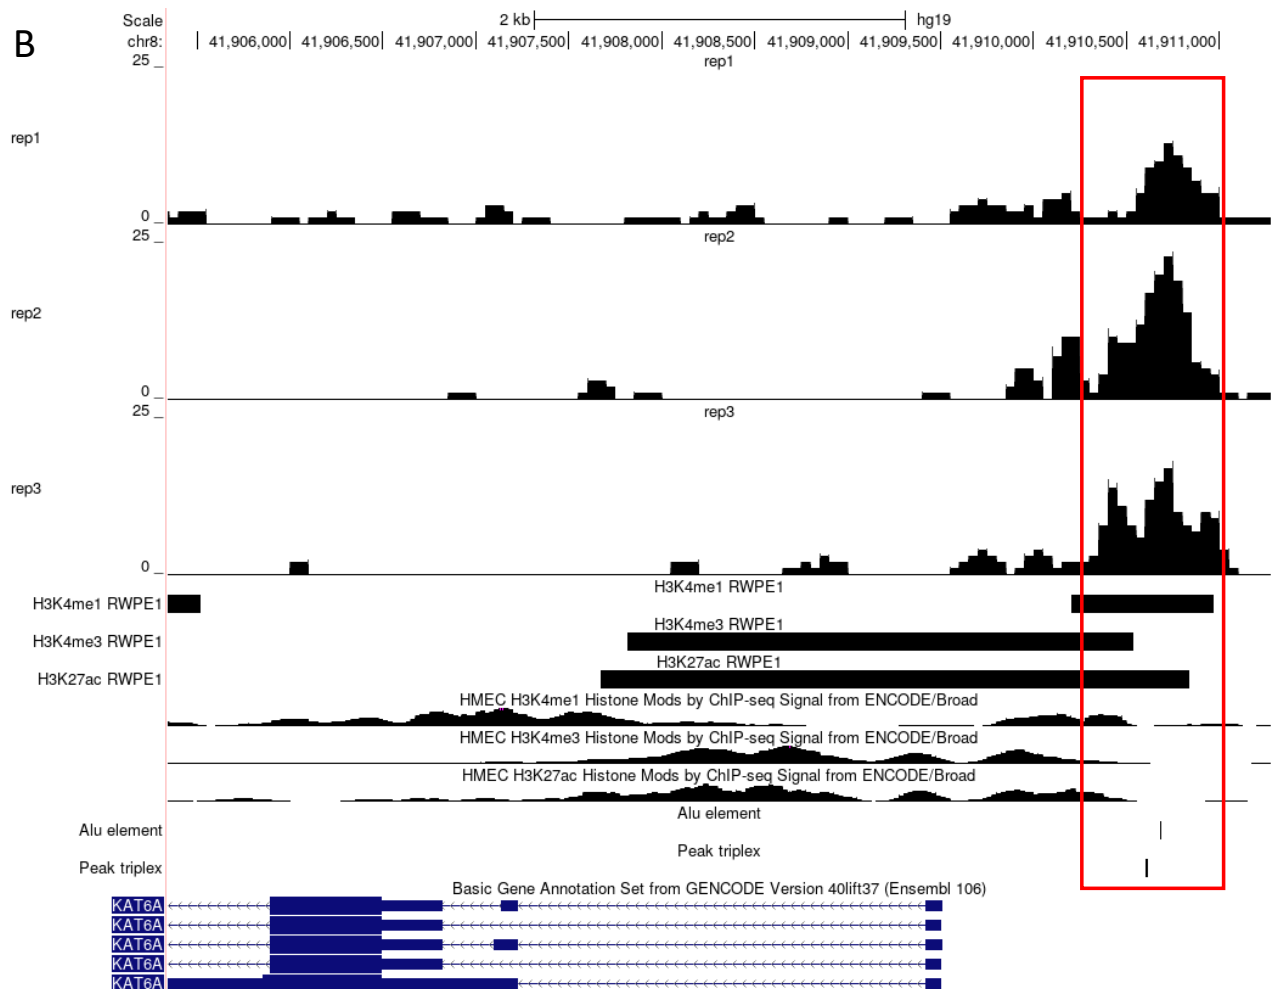

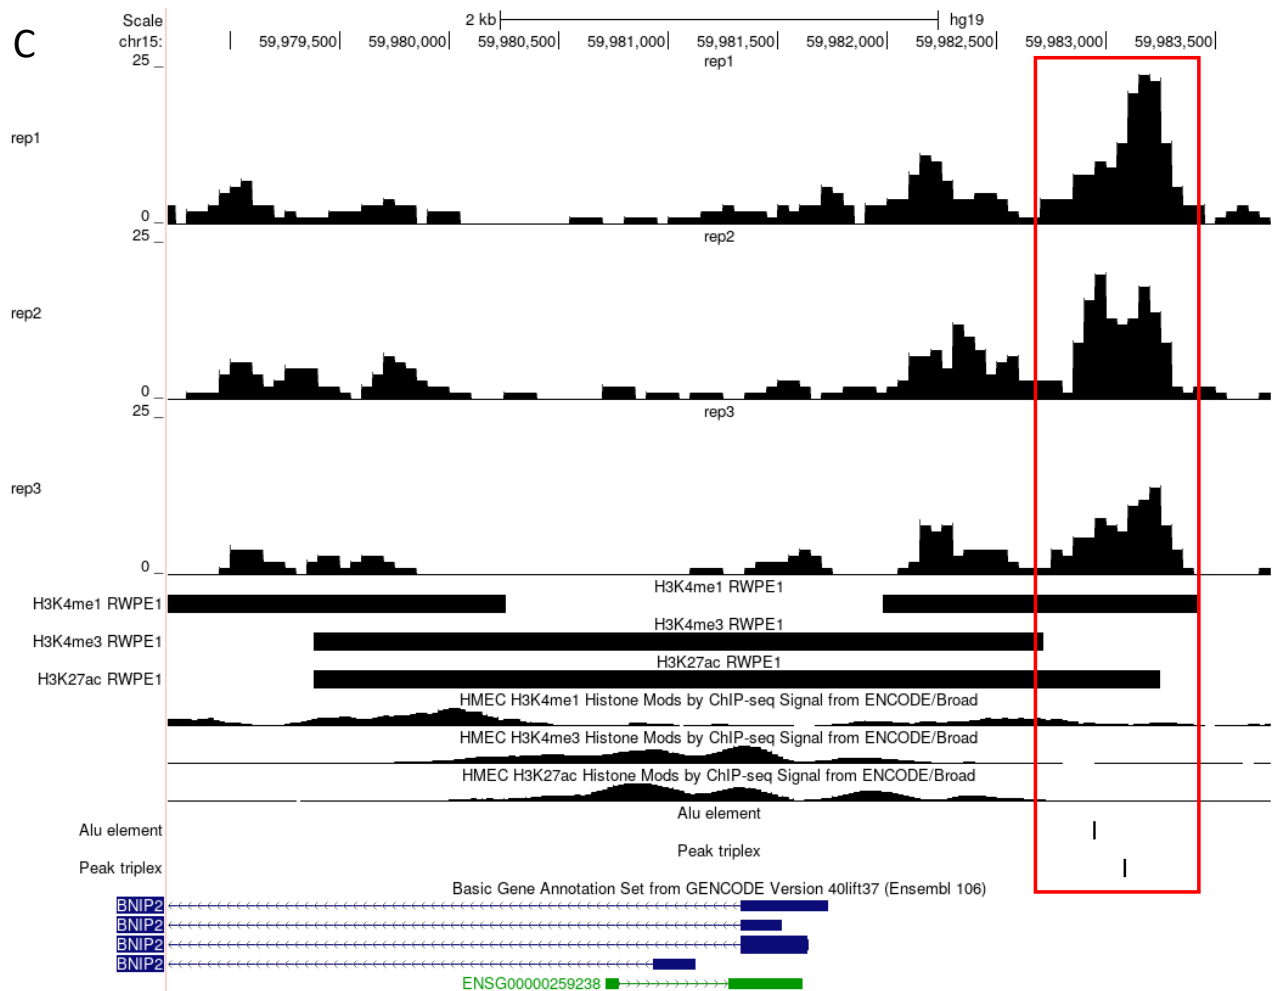

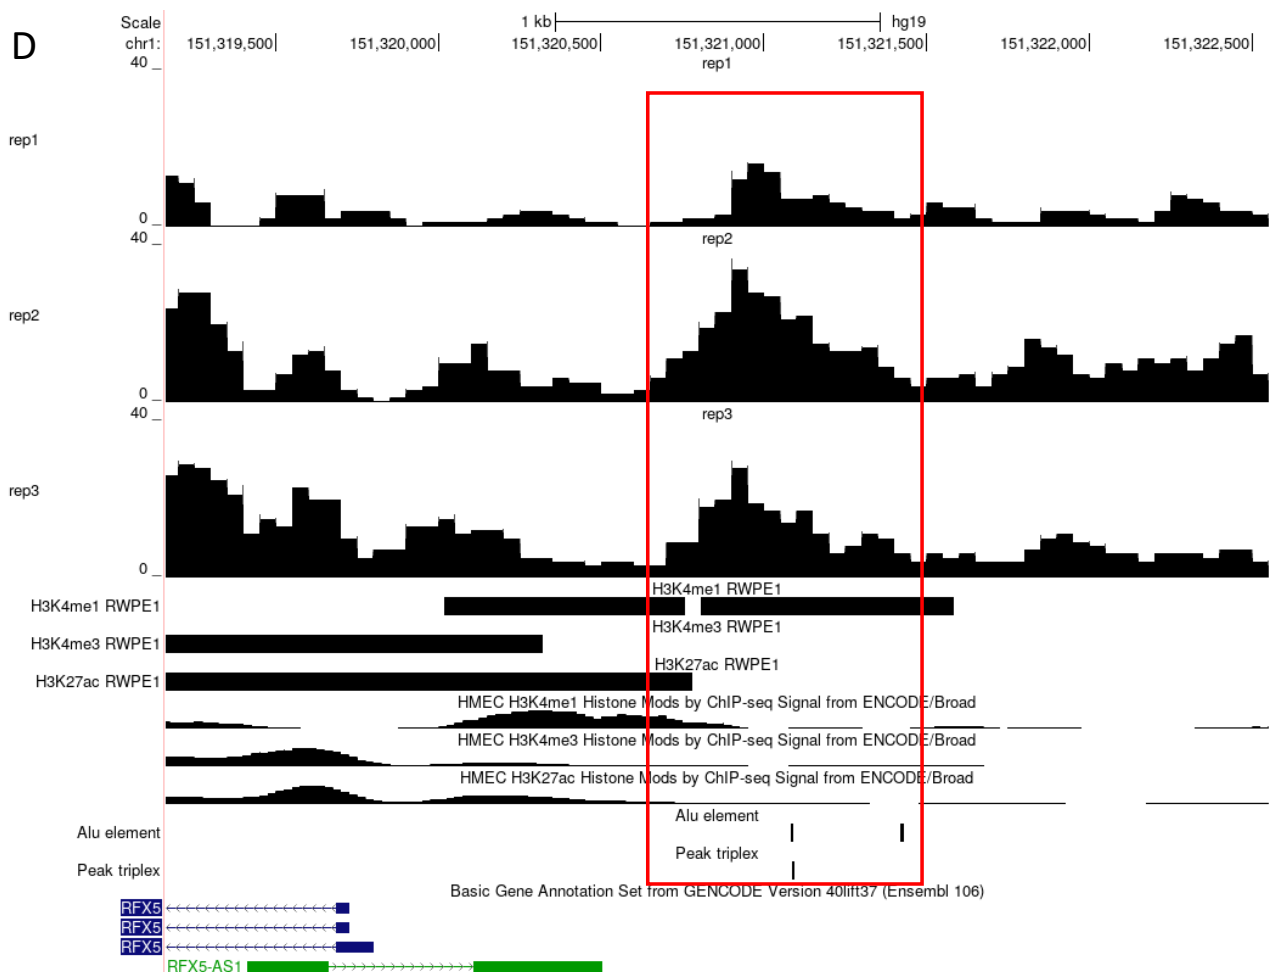

**Supplementary Figure S4. Triplex-forming regions (DBS) in the proximal regions of genes bound by *MIR205HG/LEADER* are enriched for *Alu* elements and H3K4me1.**

UCSC genome browser tracks of representative genes bound by *MIR205HG* with indication of the triplex-forming region within ChIRP peak and the *Alu* element. The coverage of *MIR205HG* ChIRP peaks from single replicates (rep1, rep2, and rep3) is reported on top, along with the RWPE-1 histone modification (H3K4me1, H3K4me3, and H3K27ac) tracks used for LOLA analysis, which were derived from ChIP-seq data of GSE63094. As further reference, the same histone modification tracks are reported also for human mammary epithelial cells (HMEC), as from ENCODE/Broad. Such cells may be considered as the breast counterpart of RWPE-1 cells.

How the deposited data were processed for this re-analysis (not part of the article)

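The samples were RWPE-1 cells in 3 ChIRP replicates with MIR205HG probes and 1 with lacZ probes. The files used were the deposited narrow peak lists of the 3 MIR205HG replicates. The peak names inside these lists carry other library numbers than the names of the lists. The replicate numbers used here follow the names of the lists and the sample labels. The authors aligned single reads of 100 bp to hg19 with Bowtie2 and called peaks with MACS2 for each replicate against the lacZ library. In these lists the deposited fold enrichment is the ratio of the ChIRP library over the local lacZ background at the summit. The p-value and q-value of each peak are deposited by the authors as −log10, and the deposited score is 10 times the −log10 q-value, cut to an integer. The reads of the libraries were not analysed here, so the depth is known only as far as the peak values fix it.

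Peaks on the 24 assembled chromosomes were used as deposited. The replicates form a single group, no other group has a peak list, and no test compares conditions. Consensus peaks were computed with the rule of consensusSeekeR, rewritten here, with an extension of 500 bp and a minimum of 2 replicates, and with regions expanded or shrunk to the narrow peaks. Random regions were drawn in 1000 lists of 5000 regions of 775 bp, or with the widths and chromosomes of the consensus peaks. Random placements of the replicates' peaks were made with bedtools 2.31.1. Genomic features were taken from GENCODE release 44 on GRCh37, with the proximal class from 1500 bp upstream to 500 bp downstream of any TSS; the paper used another annotation. Shares were compared with a chi-square test against the mean of the lists, as in the paper, and with permutation p from the lists. Alu alignments were found with blastn 2.17.0 with the Alu part of the MIR205HG transcript as query, and counted from 100 bp. The transcript was the version of the annotation, ENST00000429156.6_2. The paper names ENST00000429156.1, which was not used here, and its base positions were applied to the version used.

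Reads at each summit were solved from the fold enrichment and p-value, with 1 depth ratio fitted per replicate; a depth ratio was not foreseen, and was added because without it fewer than 1% of peaks could be solved. Triplex matches were found with a search written here, in place of TDF, for the parallel pyrimidine motif only, with at least 15 nt, at most 20% mismatches and at most 2 mismatches in a row. No minimum of guanines was set, so a stretch of U with A alone could count as a match. Unpaired probabilities came from RNAfold and RNAplfold 2.7.2, in place of Sfold, with a limit of 10%. Region counts were compared with Fisher's exact test. The random proximal regions were not matched in width to the proximal consensus peaks: 0 of the 10000 included all of region 2, against 79 of the 948. Shares and odds ratios set against them therefore also depend on width. Shares have exact Clopper-Pearson 95% intervals. The threshold was 0.05, and permutation tests of values used 100000 resamples unless another number is given. Statistics were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6.

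The steps were tested on simulated data. All simulated sites of at least 2 replicates were recovered as consensus regions (100% of 3000 simulated sites were classed correctly), the right number of reads was found for 100% of simulated peaks at each depth ratio, and 100% of planted triplex sites were found, with matches in 2.5% of 400 regions without a planted site. Of 500 simulated lists with no enrichment, 1.6% had a permutation p of at most 0.05.

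The alternatives were stricter p-values, q-values and fold enrichments, other extensions and overlap rules, leaving out each replicate in turn, other random regions, protein-coding transcripts only, other Alu lengths, other tracts and a local RNA fold. The choices of test and alternatives were made before the data were examined, apart from the triplex matches, the depth ratio, the random regions matched in Alu or GC content or kept out of gaps, the shuffles of reads, the search for 12-mers outside the Alu, and those named as chosen later. The genes named are those of Supplementary Figure S4, MIR205HG itself, and the 5 consensus peaks found in all 3 replicates with the highest mean fold enrichment. Of Supplementary Table S1, the first 1997 of the 5064 rows were held, so no overlap with it was computed; the mean width of these rows was 774 bp. Histone marks, expression data and the MEG3 comparison were not analysed here. In 4 consensus peaks on a masked part of chromosome Y, GC content could not be computed.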

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

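The search for recurring transcript sequence outside the Alu, the tests of it and those of the peaks outside the consensus were chosen after the results were seen; the count of peaks at the MIR205HG gene was planned.

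Short sequence of the transcript outside its Alu recurs in consensus peaks, a signal that the paper does not report on. On the odd-numbered autosomes, 72 of 773 12-mers outside the Alu were in more consensus peaks than in any of 200 random lists. They join into 12 stretches along the transcript. On the remaining chromosomes, 594 of 3576 consensus peaks (16.6%, exact 95% interval 15.4 to 17.9) held a 12-mer of these stretches, against 0.966% of random regions (one-sided permutation p = 0.001, the smallest 1000 lists can give). Among consensus peaks found in all 3 replicates the share was 46.3% (139 of 300), and the ratio to random regions rose from 17.2 to 40.0. The tables argue against base composition of the peaks, since the stretches in reversed base order were found in 0.643% of the same consensus peaks. They also argue against capture of other RNAs with the same sequence at the genes that encode them. Of 334 such peaks in genes of a single strand, 155 (46.4%) had the match on the sense strand of the gene. Pairing of DNA with the probes or with the transcript itself stays open and is a candidate explanation for these peaks. The probe sequences were not used here. The MIR205HG gene itself, which holds every stretch, had a peak over 2 of the 12 stretches, in replicate 3. The match lay at a median of 80 bp from the replicate 3 summit, against 107 bp for random places in the peak. A permutation test of the mean paired difference gave p = 0.438. This comparison cannot decide nearness, since each overlapping 12-mer of a match drew its own random place, which lowers the random distance. Probes and transcript cannot be told apart, since antisense probes share the sequence of the transcript's gene. No biological explanation was tested. The consensus peaks with a stretch had Alu sequence in 28.6%, and those without any stretch in 46.2%, so the Alu share does not rest on these matches.

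The 5 consensus peaks with the highest mean fold enrichment, taken at the highest summit of each replicate, all held such a stretch. All 5 lie on odd-numbered autosomes, where the stretches were found, so they are no independent evidence for them. They lie in an intron of ARSB (31.3 ± 12.6, SD, n = 3), at 13566 bp from HBEGF (31.2 ± 14.7), in an intron of LINC02694 (31.2 ± 10.5), at the TSS of MYO9B (30.3 ± 25.3) and in an exon of ENSG00000234810 (29.3 ± 11.4).

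Peaks of a single replicate, which the consensus leaves out, contain Alu sequence more often than random regions. Of 1888 replicate 2 peaks outside the consensus, 49.5% had an Alu alignment, against 8.91% of random regions of the same widths, and of 8349 replicate 3 peaks, 20.7% had one, against 9.80% (permutation p = 0.005 for each, the smallest 200 lists can give). In replicate 1, 8 peaks were outside the consensus, too few to test. Few reads at the summits of these peaks do not account for it: with at least the median number of reads of consensus peaks, the Alu share was 52.3% in replicate 2 and 29.1% in replicate 3. What else sets these peaks apart was not tested, and the design gives no condition for a biological explanation.

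At the MIR205HG gene, replicate 3 had 2 peaks, and replicates 1 and 2 had 0. They lie on chromosome 1 from 209603334 to 209604811 (fold enrichment 9.21, 31 reads at the summit) and from 209605147 to 209605698 (fold enrichment 5.94, 19 reads). With a peak in 1 replicate only, the gene is not among the consensus peaks. Pull-down of the RNA, which the authors measured by other means, was not analysed here, and no explanation was tested.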

How the results depend on the processing

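Alternatives with an added p-value or q-value limit, GC- or Alu-matched and gap-free random regions, triplex matches and the stretch search, and leaving out a replicate for features other than the proximal class and for Alu, were chosen after the results were seen.

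Of 46 results, 26 were the same under every alternative tried. Of the 207 alternative values, 167 kept the direction and the side of the threshold, or stayed within the spread; 7 were weaker, 3 stronger, 14 reversed and 16 moved. The pairwise overlaps stayed above the random placements under every alternative, although a reciprocal overlap of 50% lowered those of replicate 1 from 95.4% to 22.4% with replicate 2 and from 98.6% to 9.27% with replicate 3. The median of summit reads in replicate 3 went from 16 to 21, within the spread between the replicates. The q-value limit of 0.05 removes no peak, so it could move nothing. Its values still count among the 167. The peak densities of chromosome 20 had no other alternative, so they are among the 26 by construction. No paired analysis was possible because only the MIR205HG group has replicate numbers and the lacZ group has a single library.

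Leaving out each replicate in turn gave from 647 to 7692 consensus peaks with mean widths from 647 to 864 bp. The ratio to random regions ran from 1.02 to 1.37 for the proximal class, 1.08 to 1.14 for introns, 0.917 to 1.41 downstream, 0.760 to 0.872 for the distal class, 0.946 to 1.73 in the 5′ UTR and 0.943 to 1.20 in exons; the sets without replicate 2 or 3 hold 670 and 647 peaks, so fewer peaks were tested there. Without replicates 2 and 3 in turn, the proximal class was not past the threshold (chi-square p = 0.734 and 0.924). Nor was the downstream class (adjusted chi-square p = 0.995 and 0.997). Introns and the distal class were not past it without replicate 2 (adjusted chi-square p = 0.296 and 0.110). Without replicate 3 both were (adjusted chi-square p = 0.0111 for each). The Alu ratio ran from 1.77 to 2.66 and kept its side of the threshold.

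With consensus peaks found in all 3 replicates only, the proximal ratio was 1.09, introns 1.09, downstream 0.979, 5′ UTR 2.23 and exons 1.28; the cause was not tested. The side of the threshold is that of the chi-square test. The permutation p of these peaks is lower (0.0320 for the proximal class; 0.00175 adjusted for introns, the 5′ UTR and exons), but it sets 628 peaks against lists of 5000 regions and leaves out their own counting error, so it is not read as a change or as a lack of one; the chi-square p was 0.195 for the 5′ UTR and 0.216 for exons. With random regions matched in GC content the proximal ratio was 0.883, and in both Alu and GC content 0.871. With merged regions of reciprocal overlap of 50%, 142 peaks were found in all 3 replicates and 179 had a peak of replicate 1, and the fold enrichment of shared less single peaks of replicate 1 was 1.91; the cause was not tested. The mean width was 772 bp with p of at most 1e-07, 626 bp and 1123 bp with extensions of 250 and 1000 bp, 600.4 bp when regions were only shrunk, 637 bp for merged regions and 527 bp with reciprocal overlap; the extension and merging set the width by construction. With protein-coding transcripts only, there were 262 and 227 cutpeaks of regions 1 and 2, since fewer TSSs were used, and the coverage ratio was 1.04; the cause of the latter was not tested. With Alu alignments of at least 200 bp the Alu ratio was 4.11, in 2 peaks, and no longer past the threshold. The query of 212 nt lacks the intron part of the Alu, so few alignments can be that long. With the intron part searched as well, the ratio at 200 bp was 2.36, in 4417 peaks (permutation p = 0.001). The odds ratio of purine tracts passed the threshold with 20 nt (0.727) and without interruption (0.730), and that of tracts with Alu when tracts inside Alu were left out (0.521), although 901 of the 948 peaks hold such a tract. For triplex matches, region 1 against region 2, it was 0.739 with bases 47 to 70 and 0.644 with 20 nt. The cause was not tested. The local fold raised the unpaired probability to 0.841 for bases 119 to 196 and to 0.865 for bases 173 to 193; limiting the span of pairs by construction removes distant pairing.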

Differences from the paper's values

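The triplex matches, and the alternatives named so, were chosen after the data were seen.

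The paper reports 5064 consensus peaks, and 7748 were found here. The paper states a p-value limit of 1e-05, but 375 deposited peaks of replicate 2 and 472 of replicate 3 are above it while every peak has a q-value below 0.05, so it is not known which peaks gave the paper's number. Of the alternatives set before the data were examined, p of at most 1e-07 (6293), an extension of 1000 bp (6868) and merged regions of reciprocal overlap of 50% (6453) came within 1.5 times; the q-value limit, an extension of 250 bp, shrinking only, merging with 1 bp and leaving out a replicate did not. Limits of p of at most 1e-05 (7478) and q of at most 0.01 (7555), chosen after the values were seen, also came within it.

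The paper reports 518 proximal peaks in 448 genes, and 948 in 792 genes were found here. With protein-coding transcripts only there were 373 in 316 genes, within 1.5 times; with consensus peaks found in all 3 replicates there were 61 in 61 genes, which is not. The paper's 352 region 1 cutpeaks compare with 626 here, and about 330 region 2 cutpeaks in Supplementary Figure S3A, read by eye, with 632. Protein-coding transcripts only (262 and 227) closed both gaps, and a minimum of 100 bp in the region (552 and 567) closed neither. As shares of proximal peaks, both gaps are small with all transcripts too. The shares were 66.0% in region 1 and 66.7% in region 2 here, and the paper has 352 and about 330 of 518. Protein-coding transcripts opened other gaps: the proximal share was 4.81% against the paper's 10.23%, and 3.04% of random regions against 8.02%, where the shares with all transcripts, 12.2% and 8.92%, were within 1.5 times. Peaks found in all 3 replicates opened a gap in the share inside region 2, 10.2% against 15.7%. The paper reports 349 proximal peaks with triplexes, and 615 with a match to either putative DBD were found here, and 178 region 1 cutpeaks with DBS of DBD-A, against 275. The region 2 cutpeaks with DBS of DBD-A are about 120 in Supplementary Figure S3A, read by eye, against 264. No alternative set before the data were examined applied to these matches. As shares these gaps close: 64.9% of proximal peaks here against 67.4% in the paper, 43.9% against 50.6% of region 1 cutpeaks and 41.8% against about 36.4% of region 2 cutpeaks, so the counts go with the larger number of peaks here. The paper gives 42.9% of peaks that include region 2 and 1.8% that overlap its end; the shares here were 12.5% and 31.5%. None of the alternatives set before the data were examined closed these gaps: with protein-coding transcripts they were 14.1% and 31.7%, and with peaks found in all 3 replicates 16.3% and 30.6%. The paper's downstream share is about 1.7% in Fig. 1A, read by eye, against 3.43% here. Protein-coding transcripts only (1.79%) and peaks found in all 3 replicates (2.39%) closed the gap, while matched random regions and the q-value limit did not change the share. The log2 enrichment of Alu is about 1.8 in Fig. 1B, read by eye, against 1.41 here, from another search for Alu. The gap is judged on the log2 scale against the counting error of each setting. With alignments of at least 50 bp (1.31) and in peaks found in all 3 replicates (0.89) it stayed open. With 200 bp (2.04) it closed, but only because 2 peaks leave a wide counting error.

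The paper states that proximal peaks are denser in region 1 than in region 2; the ratio here was 0.897. It was 1.04 with protein-coding transcripts only (one-sided permutation test that region 1 is higher, p = 0.315), and 0.766 in random proximal regions. The paper states, from TDF tests of each region against expectation, that triplex-forming sequences are enriched in region 1 and not in region 2. The odds ratio between the regions here, another measure, was 1.09, and 0.644 for matches of 20 nt. The share with a match was 43.9% in region 1 cutpeaks and 42.3% in random region 1 parts. In region 2 it was 41.8% and 36.7%. For 20 nt the shares were 8.31% and 10.3% in region 1, and 12.3% and 6.95% in region 2. The random parts were not matched in length. The paper states that Alu enrichment is exclusive to region 1 cutpeaks. Here 23.6% of region 2 cutpeaks had an Alu alignment, against 9.70% of the region 2 parts of random proximal regions. It states that Alu does not go with predicted triplexes in random proximal regions; the odds ratio of match and Alu there was 4.41 here, on the scale of regions with against without a match. It describes both putative DBDs as poorly structured; in the whole-transcript fold here, bases 119 to 196 had a mean unpaired probability of 0.349, and 0.841 in the local fold.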

Other observations

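The tests of fragment length, of chromosome densities, of Alu near the TSS in random regions, of matches on and off the T tract, of depth by the depth ratio, and of sequence outside the Alu by the Alu share were chosen after the results were seen. The tests of gaps, Alu content, GC content, identity and the T tract in random regions were added once the files were held, before their own values were seen.

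Consensus peaks lie in proximal regions more often than random regions. Assembly gaps do not account for it, since the highest of 1000 lists kept out of gaps had a proximal share of 11.1% against 12.2%, nor does Alu content alone, with a mean of 10.8% and 12.1% in the highest of the lists that matched it, a narrow margin. GC content stays open: random lists matched in GC content had a mean proximal share of 13.9%, above that of the consensus peaks, so the GC content of the peaks may account for the whole excess. Whether GC content reflects binding or library preparation was not tested.

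Consensus peaks contain Alu sequence more often than random regions. The mean identity to the MIR205HG Alu was 0.128 percentage points higher in consensus peaks than in random regions (one-sided permutation p = 0.0410, not adjusted), as pairing by the transcript or the probes would need, although the difference is small and may have another source. Within the Alu, the excess of 15-mers over random regions ran from 1.84 to 3.32 in blocks of 50 nt, lowest in the block of bases 151 to 200, where the Alu starts. Matches of transcript sequence outside the Alu do not account for it, since the Alu share was 46.2% in consensus peaks without them; the test first set for this came out the other way, as 54 of 767 15-mers outside the Alu were in more consensus peaks than in any random list, which shows such matches but not that they bring the Alu sequence.

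Few consensus peaks have a peak of replicate 1. A lower depth of that library is ruled out by the depth ratio of 1.83, the highest of the 3. The test first set for this came out the other way: at consensus peaks of all 3 replicates, the median reads at the summit were 27, 40 and 42 in replicates 1, 2 and 3, but reads at a summit also depend on fragment length. The shorter fragment length used in its peak calling might lower the number of peaks, and 5337 of the 10769 replicate 2 peaks would pass at that length, 7.38 times the 723 of replicate 1, and 10892 of the 17064 replicate 3 peaks, 15.1 times. These numbers speak against it as the whole cause, but they come from rescaled values, not from reads. Since the length also reflects the library, its part cannot be told apart from a weaker pull-down. At consensus peaks of all 3 replicates, the median reads per 100 bp of fragment, scaled to the lacZ depth, were 13.5, 13.2 and 19.4 in replicates 1, 2 and 3. These peaks all have a summit of replicate 1, so neither set of medians can tell why replicate 1 lacks peaks elsewhere.

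Triplex matches and Alu sequence occur together in proximal consensus peaks. The odds ratio was 4.41 in random proximal regions, so no binding is needed for it. The T tract at the tail of the MIR205HG Alu is a candidate explanation: against proximal consensus peaks without a match, the odds ratio of Alu was 5.71 for the 445 peaks with all matches on the tract and 0.466 (95% interval 0.172 to 1.08) for the 65 with all matches off it, and 5.36 and 0.793 in random proximal regions. Whether the matched DNA is the A tail of an Alu copy stays open. Of the 330 peaks with both, the nearest match overlapped the Alu alignment in 20 (6.06%) and lay within 30 bp of it in 35.2%. The median distance was 156 bp, and 138 bp in random proximal regions. These distances cannot decide it. The Alu bases in exon 1, 180 to 272, hold the tract but are fewer than the 100 bp an alignment needs. An alignment can thus hardly lie on the exon 1 part alone, next to the tract. Bases 47 to 70, outside the tract, also went with Alu (odds ratio 2.05, and 2.19 in random regions), but 91 of the 93 peaks that match them also match bases 119 to 196.

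Consensus peaks with Alu cover region 1 more than region 2, a pattern that was absent over all proximal consensus peaks. Fewer Alu copies near the TSS is a candidate explanation: random proximal regions with Alu, where no binding is involved, had a ratio of 1.26, above the 1.16 of the consensus peaks with Alu. The ratio of 0.748 in consensus peaks without Alu, the test first set, does not decide it, since it does not show where Alu copies lie.

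Consensus peaks per Mb differ between chromosomes. They rose with the lacZ value at replicate 3 peaks (r = 0.839, rho = 0.802, permutation p = 1e-05 for r, the smallest 100000 resamples can give; r = 0.830 without the 2 chromosomes farthest from the median) and with Alu density (r = 0.598, rho = 0.824, p = 0.00318; r = 0.566). Given the lacZ value, the partial r with Alu density was 0.669 (permutation p = 0.00120). Both a higher level of reads on some chromosomes in all libraries, such as a gain of copies, and Alu density may contribute; copy number was not measured here.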
